# Social interaction-induced activation of RNA splicing in the amygdala of microbiome-deficient mice

**DOI:** 10.7554/eLife.33070

**Published:** 2018-05-29

**Authors:** Roman M Stilling, Gerard M Moloney, Feargal J Ryan, Alan E Hoban, Thomaz FS Bastiaanssen, Fergus Shanahan, Gerard Clarke, Marcus J Claesson, Timothy G Dinan, John F Cryan

**Keywords:** Social behaviour, neurodevelopment, microbiome, amygdala, activity-dependent transcription, autism, Mouse

## Abstract

Social behaviour is regulated by activity of host-associated microbiota across multiple species. However, the molecular mechanisms mediating this relationship remain elusive. We therefore determined the dynamic, stimulus-dependent transcriptional regulation of germ-free (GF) and GF mice colonised post weaning (exGF) in the amygdala, a brain region critically involved in regulating social interaction. In GF mice the dynamic response seen in controls was attenuated and replaced by a marked increase in expression of splicing factors and alternative exon usage in GF mice upon stimulation, which was even more pronounced in exGF mice. In conclusion, we demonstrate a molecular basis for how the host microbiome is crucial for a normal behavioural response during social interaction. Our data further suggest that social behaviour is correlated with the gene-expression response in the amygdala, established during neurodevelopment as a result of host-microbe interactions. Our findings may help toward understanding neurodevelopmental events leading to social behaviour dysregulation, such as those found in autism spectrum disorders (ASDs).

## eLife digest

In our bodies, there are at least as many microbial cells as human cells. These microbes, known collectively as the microbiome, influence the activity of our brain and also our behaviour. Studies in species from insects to primates have shown that the microbiome affects social behaviour in particular. For example, germ-free mice, which grow up in a sterile environment and thus have no bacteria in or on their bodies, are less sociable than normal mice.

For animals to show behaviours such as social interaction, cells in specific regions of the brain must change the activity of their genes. These brain regions include the amygdala, which is part of the brain’s emotion processing network, and also contributes to fear and anxiety responses. Stilling et al. set out to determine whether gene activity in the amygdala during social interaction differs between germ-free mice and those with a normal microbiome.

Stilling et al. placed each mouse into a box with three chambers. One chamber contained an unfamiliar mouse while another contained an inanimate object. Germ-free mice were less sociable and spent less time than control animals interacting with the unfamiliar mouse. Before entering either test chamber, the germ-free animals showed signs of excessive activity in the amygdala. During social interaction, they displayed a strikingly different pattern of gene activity in this brain region compared to controls. In particular, they had increased levels of a process called alternative splicing. This process enables cells to produce many different proteins from a single gene.

These results reveal one of the steps leading from absence of bacteria during brain development to reduced sociability in adulthood in mice. Increases in gene activity in the amygdala may provide clues to the processes underlying reduced sociability in people with autism spectrum disorders. This new study thus deepens our understanding of the link between the microbiome and brain health.

## Introduction

The tight association that animals have with the trillions of microbes that colonise them is the result of a long evolutionary history. Although we only very recently started to understand the intimate relationship between microbes and host physiology, including brain function, it is now well accepted that host neurodevelopment, brain function and behaviour are regulated by presence and activity of the host-associated microbiota (Collins et al., 2012; Cryan and Dinan, 2012; Foster et al., 2017; Lyte, 2013; Mayer et al., 2014a; Sampson and Mazmanian, 2015; Sharon et al., 2016).

One of the most recurrent and evolutionary conserved behaviours observed to be influenced by the microbiota, both during a host’s lifetime as well as on evolutionary time scales, is host social behaviour (Arentsen et al., 2015; Crumeyrolle-Arias et al., 2014; de Theije et al., 2014; Desbonnet et al., 2014; Ezenwa et al., 2012; Gacias et al., 2016; Kwong et al., 2017; Leclaire et al., 2017; Lewin-Epstein et al., 2017; Montiel-Castro et al., 2013; Montiel-Castro et al., 2014; Parashar and Udayabanu, 2016; Sharon et al., 2010; Snyder-Mackler et al., 2016; Stilling et al., 2014a; Theis et al., 2013; Tung et al., 2015). Importantly, a growing body of data in healthy volunteers and patient populations is emerging, indicating microbial influences also translate to human emotional behaviours (Tillisch et al., 2013) and have been suggested to play a role in neurodevelopmental disorders such as autism spectrum disorders (ASDs) (Stilling et al., 2014a; Hsiao et al., 2013; Kang et al., 2017; Mayer et al., 2014b; Strati et al., 2017) and schizophrenia (Dinan et al., 2014). Just very recently, it was shown in two independent mouse models of autism that the microbiota is necessary for expression of autistic-like symptoms in these models (Golubeva et al., 2017; Kim et al., 2017). It is, however, still largely unclear how and where the microbiota influence brain function and which mechanisms mediate changes in behaviour.

While the amygdala is critically involved in anxiety and fear-related behaviours and memory, it is also a well-established key emotional brain centre for evaluating and responding to social stimuli in humans and other mammals (Allsop et al., 2014; Amaral, 2003; Kliemann et al., 2012; Noonan et al., 2014; Phelps and LeDoux, 2005; Sabatini et al., 2007; Sallet et al., 2011). As such, neuropsychiatric disorders characterised by social deficits (including autism spectrum and anxiety disorders) are associated with structural and functional changes in the amygdala (Amaral and Corbett, 2003; Baron-Cohen et al., 2000; Monk et al., 2010; Schultz, 2005). Evidence for a role of the microbiota in regulating amygdala function is emerging (Tillisch et al., 2013; Hoban et al., 2018; Stilling et al., 2015; Luczynski et al., 2016a; Hoban et al., 2017) but this has been largely descriptive.

Germ-free (GF) mice, lacking microbial colonisation throughout development, are a well-established and essential tool spearheading the characterisation of microbiota-host interactions in regulating development and physiological and behavioural parameters in the host (Desbonnet et al., 2014; Hsiao et al., 2013; Bäckhed et al., 2007; Bercik et al., 2011; Clarke et al., 2013; Diaz Heijtz et al., 2011; McVey Neufeld et al., 2013; Neufeld et al., 2011; Ridaura et al., 2013; Luczynski et al., 2016). By colonising GF mice at weaning age (exGF), developmental effects can be distinguished from dynamic, reversible effects of a functional microbiota. Previous studies, focussed on the ability of post-weaning colonisation of formerly GF rodents to reverse behavioural deficits, have produced mixed results with some phenotypes being reversible while others seemed to be developmentally programmed (see (Stilling et al., 2014b) for review). Thus, the mechanistic underpinnings of behavioural changes in GF mice and how they are controlled by early colonisation during development are still elusive.

We here provide evidence that the microbiota is a critical regulator of social interaction-induced gene expression in the amygdala. Using an unbiased, genome-wide approach to determine gene expression in the amygdala by paired-end, stranded, ribodepleted RNA-sequencing together with a comprehensive downstream analysis pipeline, we studied alterations in the amygdala transcriptome in response to a social interaction stimulus. We find a unique transcriptional response in GF mice that involves upregulation of the splicing machinery, which is able to partially compensate for impairments in neuronal plasticity signalling during social interaction in these animals.

## Results

### Germ-free mice display impaired sociability behaviour with high inter-individual variability

Mice lacking any interaction with microorganisms throughout development have a range of behavioural phenotypes (Luczynski et al., 2016), including memory impairments and altered anxiety behaviour (Hoban et al., 2018; Gareau et al., 2011).

Here, we subjected conventional mice (CON-SI), germ-free mice (GF-SI), and germ-free mice colonized after weaning (exGF-SI) to a social stimulus (the three-chamber social interaction test (3CSIT), based on Nadler et al., 2004) and measured the time during which the test mice interacted with a conventional conspecific male mouse or a non-social object (Figure 1A, experimental design and workflow). As previously reported (Desbonnet et al., 2014; Buffington et al., 2016), on average the group of GF-SI mice showed significantly decreased interaction with a conspecific compared with controls and colonized animals, while interaction with the non-social object was similar among the three groups (Figure 1B–C). Notably, we found high inter-individual variability in the GF-SI group for the time interacting with the conspecific, ranging from approximately control levels (>300 s) to as little as 60 s (Figure 1B). However, the distribution passed the D'Agostino and Pearson omnibus normality test, the Shapiro-Wilk normality test and the KS normality test, all at alpha = 0.05. Time spent with the non-social object was similarly variable in all three groups (Figure 1C).

**Figure 1.**
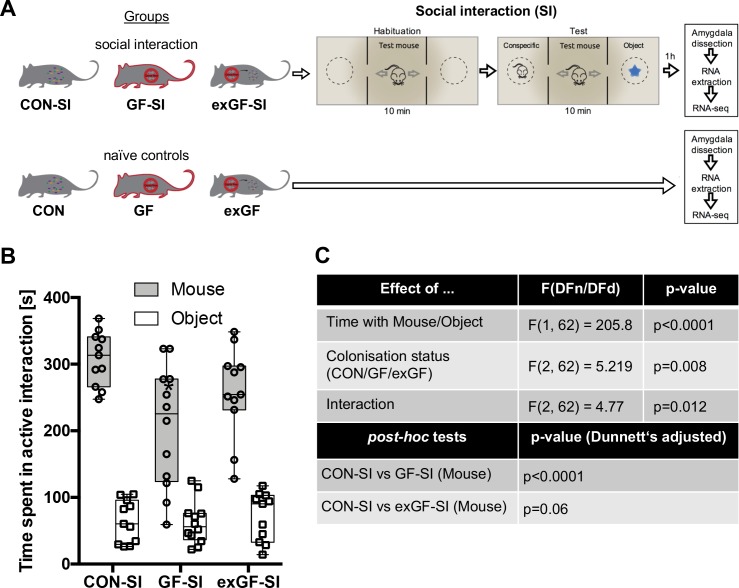
Germ-free (GF) mice display reduced social interaction. (**A**) Experimental design. (**B**) Time spent in active interaction with either a conspecific or non-social object in the 3-chamber social interaction test (3CSIT). Error bars show range, midlines of boxes show medians. (**C**) Results of the 2-way ANOVA with Dunnets multiple comparison *post-hoc* test, n = 11–12/group).

### Social interaction induces highly distinct gene expression patterns in the amygdala of germ-free mice

Since we have previously shown that social interactions in the mouse 3CSIT behavioural paradigm reliably activates stimulus-dependent genes expression in the amygdala (Stilling et al., 2015), we hypothesised that we would observe changes in gene expression in this brain region as a function of colonisation status and, especially, social experience. Thus we sought to identify potential molecular pathways involved in mediating microbiome-to-brain signalling by systematically comparing gene expression patterns in the amygdala of mice that were exposed to social environmental stimulation (social interaction, SI) mice. To this end, we retrieved RNA from naïve animals and 1 hr after the social experience for CON, GF and exGF animals and performed a highly comprehensive type of RNA-sequencing, using paired-end RNA libraries that retains information on which DNA strand was transcribed and includes also non-polyadenylated RNA species. This way our analysis incorporated gene expression changes at baseline and in response to stimulus-induced transcription of both, mRNAs and long non-coding RNAs (lncRNAs) that lack a poly-A tail.

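RNA was taken from the amygdala, a group of brain nuclei that process emotional and social stimuli, of mice aged 10 weeks. The mice were conventionally raised (CON), germ-free (GF) or raised germ-free and colonised at weaning (exGF), and were either naïve or had gone through social interaction (SI) 1 hr before. Counts per gene were analysed for 43629 genes in 40 libraries, 4 of each naïve group, 8 of CON-SI, 12 of GF-SI and 8 of exGF-SI. Each naïve library, named P with a number here, pooled RNA of 2 animals according to the methods and of 2 to 3 animals according to the sample labels. Each SI library, named S, came from 1 animal, so that a comparison of SI with naïve libraries also sets single animals against pools. SI mice were also habituated to a test room and an arena, which then held an object as well as a mouse. The methods describe no such handling of naïve mice. Handling and novelty were therefore not told apart from social contact. CON mice came from other breeding pairs than GF mice, and exGF mice from the germ-free unit, so breeding stock goes with colonisation status. The p-values measure the spread between the libraries of a group. Total counts per library were 10479993 to 13924092 (median 13198546) in CON, 10153860 to 15320023 (median 13689656.5) in GF and 10271854 to 16959682 (median 12244534) in exGF. After social interaction they were 10959458 to 17465387 (median 15005588) in CON-SI, 7291810 to 19961958 (median 14370763.5) in GF-SI and 10909751 to 15915149 (median 14986577.5) in exGF-SI. These totals equal the exonic read numbers of Supplementary file 8 in 40 of 40 libraries. The authors trimmed paired reads of 100 bases with Trimmomatic 0.32, aligned them with STAR 2.4.0f1 and counted them on gene models of Ensembl release 78 with HTSeq 0.6.0 without regard to strand. Here, genes that passed edgeR's filter on low counts were normalised by TMM and compared between pairs of groups with edgeR's quasi-likelihood test, Benjamini-Hochberg (BH) adjustment and the paper's threshold of 0.1. A log2 fold change is the second group of a comparison over the first, and CON-SI, GF-SI and exGF-SI as comparisons set stimulated over naïve mice of the same colonisation status. Differences between these responses were tested in 1 fit over the 6 groups. Gene lists, tests and most alternative settings were fixed before the data were examined, although the values of Supplementary file 1 had been seen by then. Each list was set against the other genes with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Gm42418, a gene model that overlaps the ribosomal RNA repeat, took 32.3% of the counts in CON-P1, 18.5% in CON-P3, 14.3% in exGF-P1, 6.23% in exGF-P2 and 9.25% in exGF-S7. In the other 35 libraries it took at most 1.75%. Genes were also tested without these 5 libraries and with each library corrected for GC content and transcript length, alternatives chosen after seeing the data. Where a named gene lost its call in these, in one fit over the 6 groups or with no filter on low counts, this is said with its log2 fold change there.

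**Figure D1:**
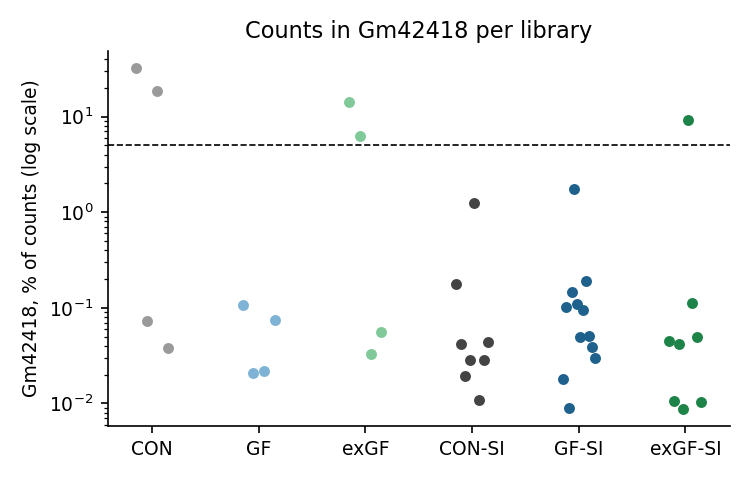
Percent of each library's counts in Gm42418 (vertical axis, log scale) in the 6 groups (horizontal axis), 1 point per library, with a dashed line at 5%. CON-P1, CON-P3, exGF-P1, exGF-P2 and exGF-S7 lie above the line and the others at or under 1.75%.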

In a first step, we performed analysis of differential gene expression on all meaningful pairwise comparisons (Table 1). 

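In naïve animals, 21 of 14811 genes differed between GF and CON mice (8 higher and 13 lower in GF) and 15 of 14463 between exGF and CON mice (8 higher and 7 lower in exGF). Fosb, an activity-induced transcription factor of the AP-1 family on chromosome 7 (19302696 to 19310051, minus strand) of GRCm38 in GENCODE vM21, was measured at 4.91 ± 0.276 CPM (SD, n = 4) in CON and 10.7 ± 0.745 CPM (SD, n = 4) in GF libraries. Its log2 fold change was 1.13 (standard error 0.13, adjusted p = 0.00598 from edgeR's quasi-likelihood test with BH adjustment). Tuba1c, an alpha-tubulin gene on chromosome 15 (99029891 to 99038110, plus strand), fell from 10.9 ± 5.93 to 0.876 ± 0.21 CPM in GF libraries (SD, n = 4 each) and had a log2 fold change of −3.71 in exGF mice. Tuba1c has close paralogs, so the placing of its reads is uncertain. The gastrokine gene Gkn3 (−2.24), the inward-rectifier potassium channel gene Kcnj16 (−1.30) and the histone gene Hist1h2al (−2.16) also fell in GF mice, while the transcription factor gene Sp6 rose (2.14). In exGF mice Hist1h2al (−2.99) fell and Sp6 (1.83) rose. Between GF and exGF mice, edgeR called 0 of 14669 genes, with 1382 at an unadjusted p under 0.05. DESeq2 called 155 genes in CON-GF, 60 in CON-exGF and 72 in GF-exGF. In one fit over the 6 groups, edgeR did not call Fosb, Sp6 and Hist1h2al in CON-GF (adjusted p = 0.108, 0.108 and 0.315) or Tuba1c, Sp6 and Hist1h2al in CON-exGF (adjusted p = 0.227, 0.583 and 0.529). There the log2 fold changes stood at 1.13, 2.15 and −2.17 in CON-GF and −3.71, 1.84 and −2.99 in CON-exGF, so that not they but their standard errors had changed (Fosb 0.295), and the same fit called 58 genes in CON-GF and 9 in CON-exGF. The CON-GF count was 9 without CON-P2, and GF-exGF called 3 without GF-P3 and 1 without exGF-P4. Kcnj16 (−1.17, adjusted p = 0.459) and Sp6 (2.23, 0.21) in CON-GF and Sp6 (1.82, 0.234) in CON-exGF lost the call of edgeR without the libraries rich in ribosomal RNA.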

When comparing the number of differentially expressed genes (DEGs, both up- and downregulated) between naïve animals of different colonisation status, we find the highest number of DEGs in the CON-GF comparison (Figure 2A, Supplementary file 1), as we have previously reported in an independent study (Stilling et al., 2015). Interestingly, when comparing naïve vs. stimulated animals the response in terms of number of DEGs was strongest in GF animals by far, providing evidence for the amygdalar transcriptomes to diverge between the three groups upon environmental stimulation by social interaction. 

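After social interaction, 566 of 15220 genes differed from naïve mice in CON mice (357 up and 209 down). In GF mice 2121 of 15443 did (1216 up and 905 down) and in exGF mice 1161 of 15264 (702 up and 459 down). In CON-SI, Fosb rose with a log2 fold change of 2.58 (standard error 0.229, adjusted p = 2.05e-04 from edgeR's quasi-likelihood test with BH adjustment) and the activity-induced transcription factor gene Egr2 with 1.98. Inhba, which encodes an activin subunit, rose by 2.32 and Cdkn1a, a cell cycle inhibitor, by 1.88. In GF-SI, Inhba rose by 1.91, the orphan nuclear receptor gene Nr4a3 by 1.58 (standard error 0.119, adjusted p = 8.25e-07 from edgeR) and Baz1a, a chromatin remodelling factor, by 1.49. The choline transporter gene Slc5a7 (−2.18) and the adenosine receptor gene Adora2a (−1.97) were called lower in GF-SI by edgeR, through 1 naïve library: GF-P1 held 14.7 and 14.1 CPM, where the other 3 held at most 1.13 and 1.31 CPM. Without GF-P1 they stood at 0.33 and 0.49 and did not pass, and DESeq2 gave neither of them an adjusted p. Adora2a is a marker of the neighbouring striatum, and 2 of 12 striatal markers were lower in GF-SI by edgeR (4 when adjusted over the list alone). In exGF-SI, Plin4, a lipid droplet protein, rose by 1.74 and Rrad, a small GTPase, by 1.45. Ribosomal RNA fell in CON-SI, with log2 fold changes of −6.71 for Gm42418 and −3.81 for the mitochondrial ribosomal RNA gene mt-Rnr1. Without the 5 libraries rich in ribosomal RNA, Gm42418 stood at 1.90 and mt-Rnr1 at −0.42, and neither passed, while mt-Rnr1 stood at −2.26 without CON-P1 alone and did not pass there either. Without these 5 libraries, 26 genes changed in CON-SI, where 2 naïve libraries were left, and 155 in exGF-SI. DESeq2 called 962 genes in CON-SI, 2486 in GF-SI and 1643 in exGF-SI. In one fit over the 6 groups, edgeR called 969 in CON-SI and 2503 in GF-SI. The ratio of GF-SI to CON-SI was 2.58 in both, next to 3.75 as reported. The exGF-SI count fell by more than 1.5 times with no filter on low counts and with the correction for GC content and transcript length. With GF-SI drawn down to 8 libraries, edgeR called a median of 1675 genes in GF-SI (932 to 3073 over 20 draws). Leaving out 1 library at a time, GF-SI called 901 without GF-P2 and 680 without GF-P3. CON-SI then called 247 without CON-P1, 198 without CON-P2, 194 without CON-P3, 274 without CON-P4, 348 without CON-S6 and 313 without CON-S11, and exGF-SI 142 without exGF-P2, 378 without exGF-P3, 117 without exGF-P4, 735 without exGF-S6 and 619 without exGF-S10. Plin4 (1.74, adjusted p = 0.105) in exGF-SI lost the call of edgeR in one fit over the 6 groups; Egr2 (1.66, 0.218) and Cdkn1a (1.98, 0.104) in CON-SI and Plin4 (1.46, 0.225) in exGF-SI without the libraries rich in ribosomal RNA.

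**Figure D2:**
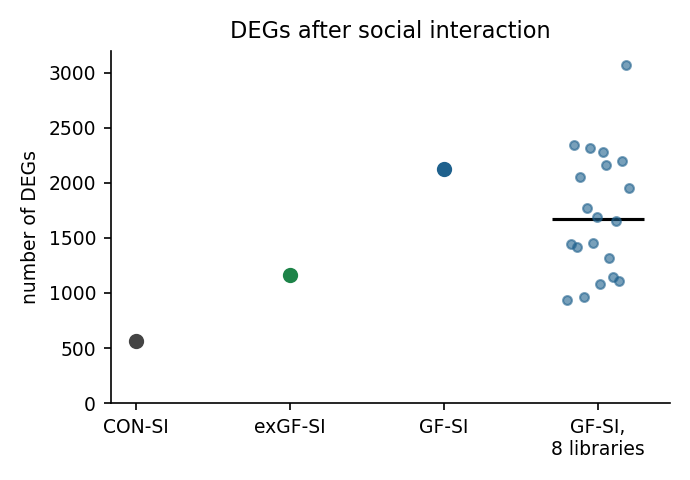
Number of DEGs (vertical axis) in CON-SI (566), exGF-SI (1161) and GF-SI (2121), and in GF-SI with 8 of the 12 GF-SI libraries (20 draws, 1 point each, bar at the median of 1675). The draws lie between 932 and 3073, above the CON-SI count.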

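Compared among each other after social interaction, GF-SI and CON-SI mice differed in 166 of 15078 genes (69 higher and 97 lower in GF-SI), exGF-SI and CON-SI mice in 195 of 14937 (126 higher and 69 lower in exGF-SI) and exGF-SI and GF-SI mice in 15 of 15068 (2 higher and 13 lower in exGF-SI). DESeq2 called 263 higher and 258 lower in GF-SI, and in exGF-SI 351 higher and 207 lower than in CON-SI and 131 higher and 165 lower than in GF-SI. Serpinb1a, a protease inhibitor, was lower in GF-SI than in CON-SI mice, with a log2 fold change of −1.92 (standard error 0.333, adjusted p = 0.0067 from edgeR's quasi-likelihood test with BH adjustment), as was the histone gene Hist2h2ac (−1.31). In exGF-SI mice Ttr, the thyroid hormone carrier made by the choroid plexus (3.37), and Sostdc1 (2.85) were higher than in CON-SI mice. Neither was called by edgeR without the libraries rich in ribosomal RNA (adjusted p = 0.102 and 0.106) or, in a correction likewise chosen after seeing the data, with each library corrected for GC content and transcript length (adjusted p = 0.143 and 0.15), where 57 genes were called in CON-exGF-SI. The calls were lost and not the fold changes, which stood at 3.18 and 2.72 (standard errors 0.84 and 0.732) in the first and 3.35 and 2.80 (0.828 and 0.709) in the second, with standard errors of 0.825 and 0.708 as reported. Of 10 markers of choroid plexus and ependyma, 2 were higher (8 when adjusted over the list alone), with a median log2 fold change of 1.59 (camera adjusted p = 7.42e-05, and adjusted p = 0.66 with an estimated correlation). Ttr was measured at 37.6 ± 13.9 CPM in CON-SI, 162 ± 302 CPM in GF-SI and 391 ± 519 CPM in exGF-SI (SD, n = 8, 12 and 8), and the exGF-SI mean rests on 3 libraries, exGF-S9 (1347 CPM), exGF-S4 (851 CPM) and exGF-S7 (749 CPM), with 21.7 to 51.7 CPM in the other 5. Mid1, a ubiquitin ligase, was higher in exGF-SI than in GF-SI mice (2.43) and Ntsr2, a neurotensin receptor of astrocytes, was lower (−0.39). The counts were 7.9 times (GF) and 13 times (exGF) those of naïve mice by edgeR and 3.36 and 9.3 times by DESeq2. They were 0.571 and 1.73 times by edgeR with no filter on low counts, and 8.11 and 3.35 times with the correction. Naïve groups held 4 libraries and SI groups 8 to 12, so power differs as well. Of simulated changes of 0.5 on the log2 scale, edgeR recovered 14% in CON-GF and 70% in CON-GF-SI. It recovered 29% in CON-exGF and 72% in CON-exGF-SI. The SI groups were not drawn down to 4 libraries, so these ratios do not tell power from divergence. Between GF and exGF mice, edgeR called 15 genes in GF-exGF-SI against 0 in naïve mice, DESeq2 296 against 72 and edgeR with no filter on low counts 3 against 80, so that without this filter the order of the counts turned in 2 of 3 pairs of groups. Leaving out 1 library at a time, CON-GF-SI called 373 without CON-S2, 76 without CON-S3, 78 without CON-S5, 694 without CON-S7, 88 without CON-S10, 71 without CON-S11, 74 without GF-S5, 110 without GF-S6, 95 without GF-S7 and 261 without GF-S9, and CON-exGF-SI 112 without CON-S3, 66 without CON-S5, 364 without CON-S7, 104 without CON-S10, 90 without CON-S11, 121 without CON-S12, 92 without exGF-S6, 115 without exGF-S9 and 57 without exGF-S10. GF-exGF-SI then called 45 without GF-S1, 4 without GF-S2, GF-S10 or exGF-S8, 61 without GF-S3, 2 without GF-S4, GF-S6, GF-S8, exGF-S3, exGF-S4, exGF-S9 or exGF-S10, 3 without GF-S5, 6 without GF-S7, 24 without GF-S9, 38 without GF-S11, 185 without exGF-S5, 8 without exGF-S6 and 120 without exGF-S7. Ntsr2 (−0.40, adjusted p = 0.105) in GF-exGF-SI lost the call of edgeR with no filter on low counts.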

Transcriptional divergence driven by neuronal activity is further supported by the number of DEGs when comparing the SI groups among each other, as these numbers are substantially (4–9 times) higher than DEG numbers for naïve comparisons (Figure 2A). Increasing stringency of the analysis (log2(fold-change) > |±0.5|) had little relative effect on these results (Figure 2—figure supplement 1A).

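With a fold change filter of 0.5 on the log2 scale, 289 genes were left in CON-SI (155 up and 134 down), 617 in GF-SI (266 up and 351 down) and 308 in exGF-SI (149 up and 159 down). Among the falls that passed it were the desmosomal gene Dsp (−2.60, and −1.57 without CON-P4, where it did not pass) and Irs4, an insulin receptor substrate (−2.02), in CON-SI, and Pcsk1n, an inhibitor of a prohormone convertase (−1.46), and the synaptic gene C1ql2 (−1.08) in exGF-SI. The chaperone genes Hspa8 in GF-SI (0.47, adjusted p = 5.81e-04 from edgeR's quasi-likelihood test with BH adjustment) and Fkbp4 in CON-SI (0.47, adjusted p = 0.00416 from edgeR) rose by less than the filter. DESeq2 left 674 genes in GF-SI and 373 in exGF-SI, and 322 and 124 with its prior. Without the libraries rich in ribosomal RNA, the filtered counts of edgeR in CON-SI and exGF-SI fell by more than 1.5 times. Between SI groups, 72 genes were left in CON-GF-SI, 52 in CON-exGF-SI and 5 in GF-exGF-SI by edgeR, and 181, 140 and 56 by DESeq2 (48, 16 and 3 with its prior). Leaving out 1 library at a time, the filtered count in CON-SI was 168 without CON-P1, 136 without CON-P2, 143 without CON-P3, 189 without CON-P4 and 183 without CON-S11, in GF-SI 348 without GF-P2 and 258 without GF-P3, and in exGF-SI 70 without exGF-P2, 163 without exGF-P3, 60 without exGF-P4 and 174 without exGF-S10. Between SI groups it then lay between 44 and 187 in CON-GF-SI, 29 and 82 in CON-exGF-SI and 2 and 40 in GF-exGF-SI. Irs4 (−2.02, adjusted p = 0.179) in CON-SI lost the call of edgeR in one fit over the 6 groups; C1ql2 (−0.97, 0.123) in exGF-SI with the correction for GC content and transcript length; Pcsk1n (−1.10, 0.303) and C1ql2 (−0.98, 0.312) in exGF-SI without the libraries rich in ribosomal RNA.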

**Table 1.** Meaningful pairwise comparisons for gene expression changes (nine unique comparisons).

Group	Environmental stimulation	Compared to
CON (n = 4)	Naïve (n = 4, representing eight animals, per group)	GF, exGF, CON-SI
GF (n = 4)		CON, exGF, GF-SI
exGF (n = 4)		CON, GF, exGF-SI
CON-SI (n = 8)	social interaction (SI)	CON, GF-SI, exGF-SI
GF-SI (n = 12)		GF, CON-SI, exGF-SI
exGF-SI (n = 8)		exGF, CON-SI, GF-SI

**Figure 2.**
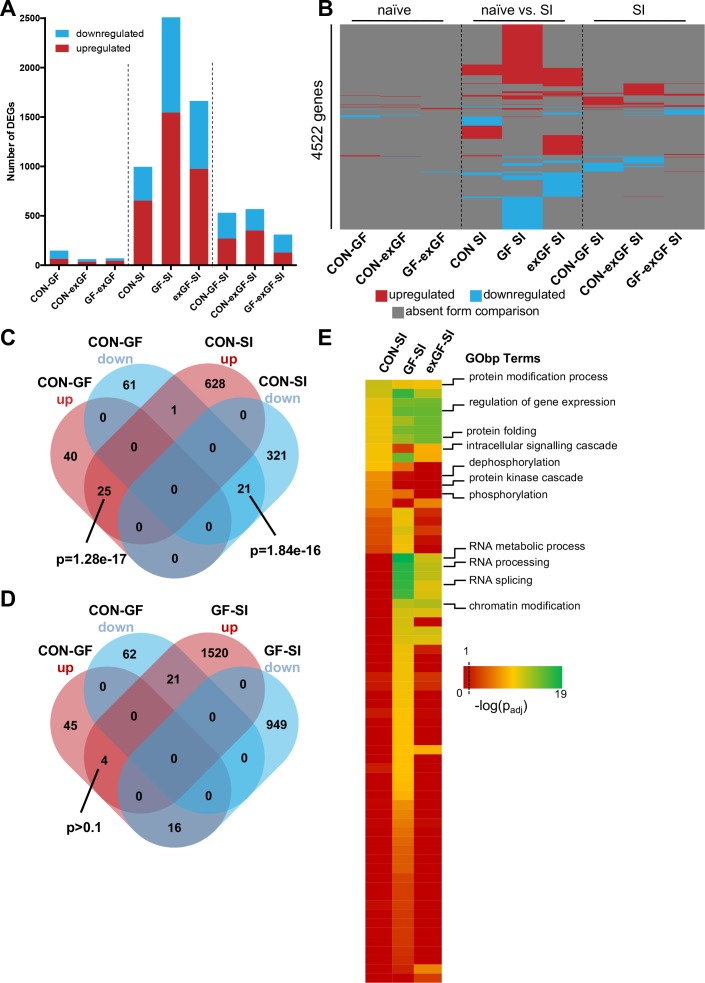
Social interaction induces diverging gene expression patterns in the amygdala. (**A**) Number of differentially expressed genes (DEGs) including both up- and downregulated genes for all meaningful pairwise comparisons (see Table 1). (**B**) Presence-absence plot for all DEGs in all groups. Each line represents one gene that is a DEG in at least one pairwise comparison. (**C–D**) Venn diagram of upregulated (up, red) and downregulated (down, blue) genes in CON-GF and CON-SI or GF-SI comparisons to test for activation of expression patterns in GF mice under naïve conditions that are similar to activation by social interaction at either CON or GF colonisation status. (**E**) Heatmap to visualize enriched biological functions in social interaction(SI)-induced (upregulated only) genes. FDR-adjusted p-values were calculated for all enriched (p_adj_ <0.1) biological-function GO Terms (GObp), log-transformed (-log_10_) and colour-coded.

**Figure 2—figure supplement 1.**
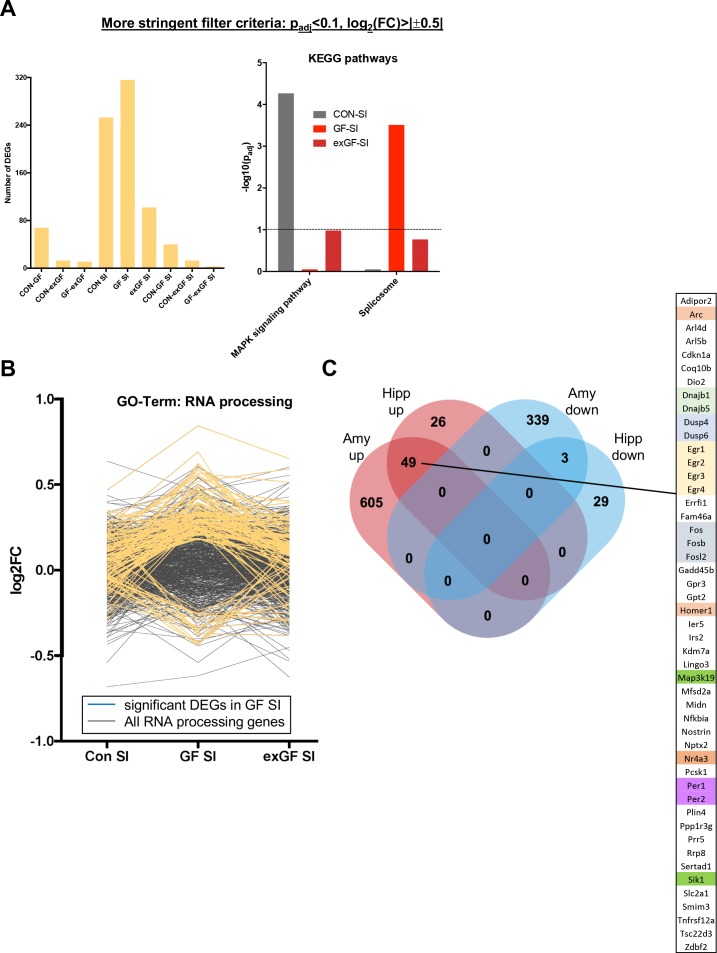
Additional data on gene expression analysis. (**A**) Results of differential gene expression analysis using more stringent filter criteria (padj <0.1 and log2(fold-change) >0.5 or<−0.5) as compared to Figure 1, where filter criteria are padj <0.1. Left panel: Number of differentially expressed genes (DEGs, both directions), right panel: Enrichment of KEGG pathways ‘MAPK sig. pathway’ and ‘Spliceosome’ (expressed as –log10(padj)). (**B**) Log2(fold-change)-values for all genes associated with the GO-Term ‘RNA processing’ for all comparisons after social interaction (SI). Each line represents one gene, genes significantly up-/downregulated in GF-SI comparison are highlighted in yellow, which are the same genes shown in Figure 3D. (**C**) Comparison of genes induced by SI in the murine amygdala with genes induced by environmental novelty in the murine hippocampus (see ref. Stilling et al., 2014a), EMBO J). Overlapping upregulated genes are listed and genes with similar function are grouped using different colours.

**Figure 2—figure supplement 2.**
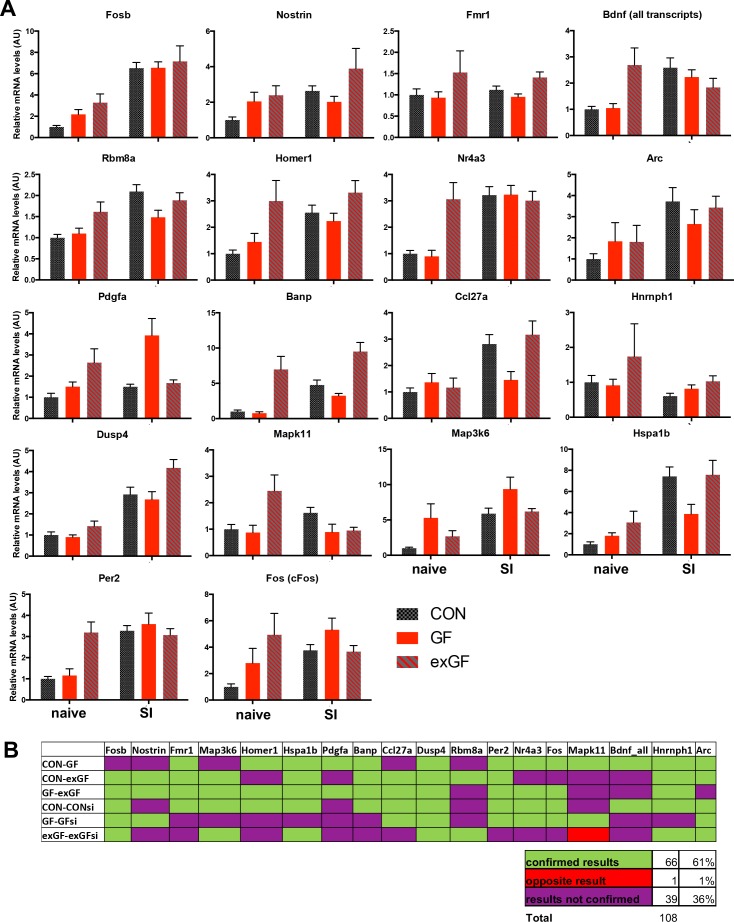
RT-qPCR validation of RNA-seq results. (**A**) RT-qPCR validation results for 18 selected genes. n = 4–12 per group. (**B**) Overview of correspondence of RNAseq and qPCR results for selected genes. RT-qPCR results were analysed by 2-way ANOVA with multiple-testing correction (Tukey correction for effect of colonisation status; Sidak correction for effect of social interaction stimulation (SI)), significance level: padj <0.05.

Next we looked for overlapping DEGs between pairwise comparisons. Because meaningful Venn diagrams are limited to four or five comparisons, to identify groups of genes that are regulated in multiple comparisons, we plotted the presence or absence for each of the 4522 non-redundant genes found in any of the comparisons (Figure 2B). As expected, there were multiple overlapping clusters between SI comparisons, demonstrating a core cluster of genes that are induced 1 hr after social novelty, independent of colonisation status. However, multiple clusters of genes showed differential regulation only in a particular group, suggesting differences in the transcriptomic response of the individual groups. 

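Of 14986 genes tested in the 3 responses, 118 rose and 12 fell in each of CON-SI, GF-SI and exGF-SI, where independent lists of these lengths would share 1.34 and 0.373. Bdnf, a neurotrophin on chromosome 2 (109674700 to 109727007, plus strand) of GRCm38 in GENCODE vM21, rose from 35 ± 4 to 66.3 ± 9.42 CPM in CON mice, from 34.3 ± 2.71 to 76.4 ± 12 CPM in GF mice and from 38.8 ± 5.27 to 72.9 ± 20.3 CPM in exGF mice (SD, n = 4 naïve and 8, 12 and 8 SI libraries). A gene on the opposite strand overlaps Bdnf, and their reads cannot be told apart because counting did not use strand. Hspa5, the endoplasmic reticulum chaperone BiP on chromosome 2 (34771970 to 34777547, plus strand), had log2 fold changes of 0.82 in CON-SI (standard error 0.111, adjusted p = 0.00272 from edgeR's quasi-likelihood test with BH adjustment), 0.97 in GF-SI and 0.95 in exGF-SI. The clock gene Per2 rose by 1.15, 1.12 and 0.69 in the same order, and Homer1, a scaffold of the postsynaptic density, by 1.17, 0.99 and 1.17. Dio2, which activates thyroid hormone, rose by 1.24, 1.36 and 1.28. Pdgfrb, a receptor gene of pericytes, had log2 fold changes of −0.64, −0.35 and −0.53. The number of shared genes was 11 without the 5 libraries rich in ribosomal RNA, where 2 naïve CON and 2 naïve exGF libraries were left. Leaving out 1 library at a time, it was 81 without CON-P1, 69 without CON-P2, 71 without CON-P3, 78 without CON-P4, 53 without exGF-P2, 61 without exGF-P3 and 36 without exGF-P4. Pdgfrb (−0.34, adjusted p = 0.122) in GF-SI lost the call of edgeR with no filter on low counts; Homer1 (1.27, 0.116) and Pdgfrb (−0.61, 0.275) in CON-SI and Pdgfrb (−0.42, 0.163) in exGF-SI without the libraries rich in ribosomal RNA.

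**Figure D3:**
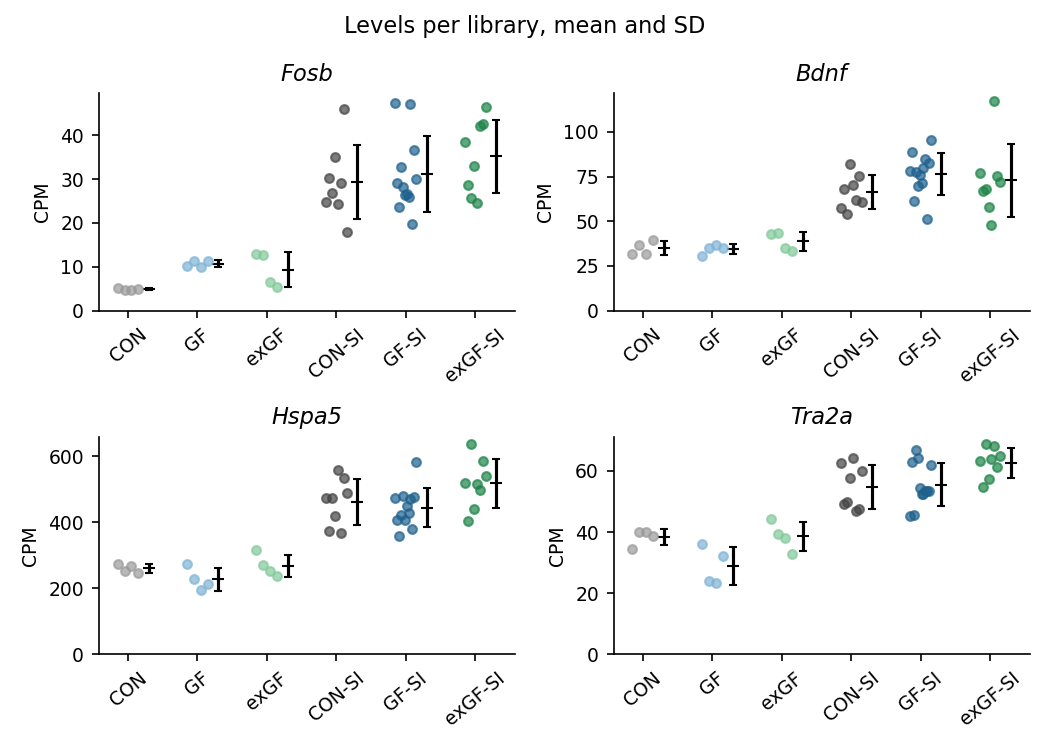
CPM (vertical axis) of Fosb, Bdnf, Hspa5 and Tra2a in the 6 groups (horizontal axis), 1 point per library, with the mean and SD of each group. The means of Bdnf lie between 34.3 and 38.8 CPM in naïve and between 66.3 and 76.4 CPM in SI groups.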

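Of 3114 genes called in at least 1 SI response, 269 passed the threshold in CON-SI, 1600 in GF-SI and 675 in exGF-SI without passing it in another. The difference between the GF-SI and CON-SI responses itself passed the test for 15 of 16111 genes, 5 with a more positive and 10 with a more negative response in GF mice, named here after their values were seen. Kcnj16 fell in CON-SI (−1.43) and stood at 0.07 in GF-SI, a difference of 1.50 (standard error 0.278, adjusted p = 0.0317 from edgeR's quasi-likelihood test with BH adjustment). Its level was 18.7 ± 4.99 CPM in naïve CON, 7.57 ± 1.99 in naïve GF, 6.96 ± 1.64 in CON-SI and 8 ± 1.75 in GF-SI libraries (SD, n = 4, 4, 8 and 12). Glo1, the detoxifying enzyme glyoxalase 1, differed by 0.66, and Polr3b, a subunit of RNA polymerase III, by 0.53. The serotonin receptor gene Htr5a (−0.59), the synaptic adhesion gene Lrfn4 (−0.83) and Atp6v0b, a subunit of the vacuolar proton pump (−0.62), responded more negatively in GF mice. Between exGF-SI and CON-SI, edgeR called 0 differences, with 939 at an unadjusted p under 0.05 and 1 by DESeq2, and between exGF-SI and GF-SI 0, with 1839 and 43. DESeq2 called 495 differences between GF-SI and CON-SI, 278 more positive and 217 more negative in GF mice. Its balance is therefore not that of edgeR. With its prior DESeq2 called 579, 322 more positive and 257 more negative. With RLE scaling, edgeR called more than 1.5 times its 15 genes. With the correction for GC content and transcript length it called 8. Without the 5 libraries rich in ribosomal RNA, where 2 naïve CON libraries were left, edgeR called 0. The differences themselves were a little smaller there, 1.36 for Kcnj16 (standard error 0.317), 0.60 for Glo1, 0.48 for Polr3b, −0.51 for Htr5a, −0.66 for Lrfn4 and −0.46 for Atp6v0b. Leaving out 1 library at a time, edgeR called 0 without CON-P1, 2 without CON-P3, 487 without CON-P4, 110 without GF-P1, 4 without GF-P2, 3 without GF-P3, 343 without GF-P4, 402 without CON-S2, 5 without CON-S3 or CON-S10, 6 without CON-S5 or GF-S5, 642 without CON-S7, 7 without CON-S11, GF-S2 or GF-S8, 65 without CON-S12, 447 without GF-S1, 179 without GF-S3, 8 without GF-S4 or GF-S10, 154 without GF-S9 and 9 without GF-S12. Polr3b (0.51, adjusted p = 0.164) and Htr5a (−0.61, 0.121) in the difference between the GF-SI and CON-SI responses lost the call of edgeR with no filter on low counts; Glo1 (0.52, 0.143), Polr3b (0.47, 0.139) and Lrfn4 (−0.68, 0.143) in the difference between the GF-SI and CON-SI responses with the correction for GC content and transcript length.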

We identified a cluster of genes that was differentially regulated in both GF naïve animals and upon social interaction stimulation in conventional animals (Figure 2C). This overlap was highly significant and made up large proportions of all genes up- or downregulated in naive GF animals compared to CON controls (38% and 26%, respectively). This cluster was not differentially regulated in GF animals upon stimulation by social interaction (Figure 2D). 

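Of 8 genes higher in naïve GF than in naïve CON mice, 1 also rose in CON-SI (12.5%), where independent lists would share 0.189 (Fisher's exact test, one-sided p = 0.174), and this gene was Fosb. DESeq2 called more genes, of which 25 of 67 higher genes also rose (37.3%), with its prior 23 of 61 (37.7%), and edgeR in one fit over the 6 groups 11 of 27 (40.7%, Fisher's exact test, one-sided p = 2.10e-09). Of 13 genes lower in naïve GF mice, 6 also fell in CON-SI (46.15%), where independent lists would share 0.182 (Fisher's exact test, one-sided p = 1.12e-08), and by DESeq2 26 of 88 (29.55%). Those of edgeR were Glo1 (−0.59 in CON-GF and −0.57 in CON-SI), Kcnj16, Gkn3 (−1.33 in CON-SI), Morn2 (−1.37 and −1.02), Gm3608 (−2.81 and −3.06) and Gm22442 (−0.80 and −0.69), the last chosen after its values were seen. Glo1 overlaps other genes, so that some of its reads cannot be told apart from theirs. Both comparisons use the same 4 naïve CON libraries. With these libraries split 2 and 2 between the comparisons, 1 gene was shared at the median of 6 assignments and 2 at most. Fewer libraries also shortened the list of CON-SI, with 24 to 83 genes called there and 10 to 29 in CON-GF. Independent lists of these lengths would share 0.00567 to 0.0454. The 7 shared genes became 1 without the libraries rich in ribosomal RNA, and 4 without CON-P1 or GF-P1, 2 without CON-P2 and 3 without CON-P3. Leaving out 1 naïve library at a time, the share of lower genes that also fell was 16.7% (without CON-P2) to 47.4% (without CON-P4). That of higher genes that also rose was 12.5% (without GF-P1) to 33.3% (without CON-P2 or GF-P3). Without the libraries rich in ribosomal RNA 2 naïve CON libraries were left, and log2 fold changes that no longer passed were still about as large, −0.53 and −0.50 for Glo1, −0.76 and −0.65 for Gm22442, −2.94 for Gm3608 and −1.17 for Kcnj16 in CON-GF, and −1.15 for Morn2 and −1.38 for Gkn3 in CON-SI. In one fit over the 6 groups Morn2 was not called in CON-GF (−1.37, adjusted p = 0.203 from edgeR).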

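Krt12, a keratin gene, and the zinc finger gene Sp6 were higher in naïve GF than in naïve CON mice and fell in GF-SI. Krt12 had log2 fold changes of 1.64 in CON-GF and −0.68 in GF-SI (standard error 0.221, adjusted p = 0.0632 from edgeR's quasi-likelihood test with BH adjustment), and Sp6 of −1.13 in GF-SI. These 2 of 8 genes compare with 0.484 for independent lists (Fisher's exact test, one-sided p = 0.0804, 14796 genes tested in both). Fosb was higher in naïve GF mice and rose further in GF-SI (1.53). Of 12 genes lower in naïve GF mice, edgeR called 0 as rising in GF-SI, against 0.975 for independent lists, while DESeq2 called 21 genes lower in CON-GF and higher in GF-SI and 14 the other way, and edgeR in one fit over the 6 groups 11 and 14. The naïve GF libraries are shared by both comparisons, and with these split 2 and 2 the median of 6 assignments was 0 genes, at most 1. Independent lists would then share 0.0478 to 0.825. In the same direction these splits shared 0 to 5 genes. The covariance of fold changes was −0.0199 at the median of the splits (−0.0286 to −0.0168). The lowest median in 20 simulations of unchanged groups was −0.00217. With the libraries regrouped at random, chosen after seeing the results, 95% of values lay between −0.0296 and 0.0188 (permutation test, one-sided p = 0.0717, 10000 permutations). Leaving out 1 library at a time, the number of genes that changed in opposite directions was 1 without CON-P1, CON-P2, CON-P3 or GF-P2 and 0 without GF-P3. Krt12 (1.60, adjusted p = 0.277) in CON-GF lost the call of edgeR without the libraries rich in ribosomal RNA.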

In fact, there was a counter directional overlap (e.g. genes upregulated in CON vs. GF but downregulated in GF upon stimulation). Together, these data suggest that several genes typically induced in the amygdala of conventional controls upon social interaction are already elevated in GF mice, pointing towards amygdalar hyperactivity in these animals (Stilling et al., 2015).

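Of 43 immediate early genes, which neurons induce within minutes of activity, 1 was higher and 0 were lower in naïve GF than in naïve CON mice (5 higher when adjusted over the list alone). Their median log2 fold change was 0.22 (camera adjusted p = 7.68e-06, and adjusted p = 0.595 with an estimated correlation). In naïve GF mice the list's mean deviation from its level over all libraries, on the log2 scale, was −0.67 in GF-P1, within the −0.71 to −0.57 of naïve CON libraries, −0.43 in GF-P2, −0.16 in GF-P3 and −0.13 in GF-P4. Fos had a log2 fold change of 0.92 (standard error 0.414, adjusted p = 0.443 from edgeR's quasi-likelihood test with BH adjustment) and Arc, which acts in synaptic plasticity, of 0.64 (adjusted p = 0.483 from edgeR), so neither passed. In naïve exGF mice, edgeR called 0 of 43 (14 higher when adjusted over the list alone), with a median of 0.36 (camera adjusted p = 7.87e-17, and adjusted p = 0.584 with an estimated correlation), and 14 had an unadjusted p under 0.05, while DESeq2 called 1 higher. The higher levels lay in exGF-P1 and exGF-P2, which are rich in ribosomal RNA: the same mean deviation was 0.074 and −0.087 there and −0.52 and −0.55 in exGF-P3 and exGF-P4. Fosb stood at 12.9 and 12.6 CPM in the first 2 and at 6.62 and 5.27 CPM in the others. Without the libraries rich in ribosomal RNA the list's median in CON-exGF was 0.0648 (camera adjusted p = 0.353). Glucocorticoid-responsive genes, which corticosterone induces, had a median of 0.33 in CON-GF, with 0 of 25 called by edgeR (8 higher when adjusted over the list alone, 8 at an unadjusted p under 0.05) and 2 called higher by DESeq2. Their adjusted p from camera was 7.68e-06, and adjusted p = 0.595 with an estimated correlation.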

To identify pathways and biological functions that are induced in the amygdala by social interaction under the different colonisation conditions, we next analysed the dataset for functional enrichment. To this end, we tested upregulated genes in each group for enrichment of biological functions using the gene ontology (GO) database and compared resulting p-values (Figure 2E, Supplementary file 2). We found a wide-range of biological functions to be enriched in the three conditions. While overall the groups differed substantially, we identified one cluster that showed good agreement between comparisons. 

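Chaperones assist the folding of proteins and rise under heat and other stress. Of 47 measured chaperones, 13 rose and 0 fell in CON-SI, 30 rose and 0 fell in GF-SI and 15 rose and 1 fell in exGF-SI (15, 35 and 22 rose when adjusted over the list alone). Chordc1, a co-chaperone of HSP90, rose by 0.89 in GF-SI (standard error 0.0908, adjusted p = 2.21e-05 from edgeR's quasi-likelihood test with BH adjustment), and Hsph1, a nucleotide exchange factor of HSP70, by 0.80. Dnajb1, which hands clients to HSP70, rose by 1.00 in CON-SI. The median of the list was 0.16 in CON-SI (camera adjusted p = 4.87e-10, and adjusted p = 0.157 with an estimated correlation), 0.39 in GF-SI (camera adjusted p = 9.40e-24, and adjusted p = 0.0177 with an estimated correlation) and 0.20 in exGF-SI (camera adjusted p = 2.62e-09, and adjusted p = 0.534 with an estimated correlation). Of 26 genes of the unfolded protein response, which answers to misfolded protein in the endoplasmic reticulum, 13 rose and 0 fell in CON-SI, 17 rose and 0 fell in GF-SI and 13 rose and 0 fell in exGF-SI (18, 19 and 18 rose when adjusted over the list alone). Sdf2l1, a cofactor of BiP, rose by 1.51 in CON-SI and the disulfide isomerase Pdia4 by 0.74 in GF-SI. The adjusted p of this response with an estimated correlation was 0.0143 in CON-SI, 0.0117 in GF-SI and 0.131 in exGF-SI. Dnajb1 (0.90, adjusted p = 0.156) and Sdf2l1 (1.33, 0.156) in CON-SI lost the call of edgeR without the libraries rich in ribosomal RNA.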

For all three groups significant enrichment was found for processes such as protein modification and folding as well as regulation of gene expression. This is in good agreement with the fact that there is a core cluster of genes overlapping (see Figure 2B). However, large differences were seen in processes that are associated with intracellular signalling such as protein phosphorylation and dephosphorylation, which was enriched in the CON-SI comparison, but not in GF-SI or exGF-SI. 

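Map3k6, a MAP kinase kinase kinase, rose in CON-SI with a log2 fold change of 1.48 (standard error 0.359, adjusted p = 0.0559 from edgeR's quasi-likelihood test with BH adjustment). It stood at 0.38 in GF-SI and 0.62 in exGF-SI, where neither edgeR nor DESeq2 called it. The p38 kinase gene Mapk11 rose in CON-SI (0.71) and stood at 0.05 in GF-SI and 0.45 in exGF-SI, where edgeR did not call it. DESeq2 called it in exGF-SI (adjusted p = 0.0803, and 0.0815 with its prior). The differences between the GF-SI and CON-SI responses did not pass, with −1.10 for Map3k6 (adjusted p = 0.208 from edgeR) and −0.66 for Mapk11 (adjusted p = 0.193 from edgeR). Dusp6, a phosphatase that acts on ERK, was chosen after its values were seen and rose by 0.77 in CON-SI and 0.50 in GF-SI, where it stood at 0.31 without GF-P1 and did not pass. Of 12 genes of the Reactome set of p38 MAPK events, 2 rose and 0 fell in CON-SI (camera adjusted p = 0.0224, and adjusted p = 0.926 with an estimated correlation). Dusp6 (0.50, adjusted p = 0.106) in GF-SI lost the call of edgeR in one fit over the 6 groups; Map3k6 (1.22, 0.189), Mapk11 (0.74, 0.322) and Dusp6 (0.69, 0.274) in CON-SI without the libraries rich in ribosomal RNA.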

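Of 83 splicing regulators, RNA-binding proteins that influence the choice of splice sites, 24 rose and 0 fell in GF-SI, 13 rose and 0 fell in exGF-SI and 2 rose and 0 fell in CON-SI (25, 21 and 1 rose when adjusted over the list alone). Tra2a, an SR-like splicing regulator on chromosome 6 (49243924 to 49264033, minus strand) of GRCm38 in GENCODE vM21, had log2 fold changes of 0.94 in GF-SI (standard error 0.122, adjusted p = 2.99e-04 from edgeR's quasi-likelihood test with BH adjustment), 0.70 in exGF-SI and 0.51 in CON-SI. Its level was 28.9 ± 6.19 CPM in naïve GF, 38.3 ± 2.56 in naïve CON, 55.5 ± 7 in GF-SI and 54.8 ± 7.06 in CON-SI libraries (SD, n = 4, 4, 12 and 8). The SR protein gene Srsf10 rose by 0.58 and Rbm10 by 0.39 in GF-SI, and Sfpq by 0.57 and Srsf1 by 0.59 in exGF-SI. Among the genes that rose, 6.54 regulators would be found by chance in GF-SI (hypergeometric test, adjusted p = 7.95e-08 over 31 lists) and 3.82 in exGF-SI (adjusted p = 6.17e-04). The list stood apart from other genes in GF-SI (camera adjusted p = 2.37e-08, and adjusted p = 0.193 with an estimated correlation) and in exGF-SI (camera adjusted p = 1.87e-07, and adjusted p = 0.499 with an estimated correlation). Tra2a (0.48, adjusted p = 0.221) in CON-SI and Srsf1 (0.57, 0.124) in exGF-SI lost the call of edgeR without the libraries rich in ribosomal RNA.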

The second striking difference was dramatic enrichment of processes associated with RNA splicing, most prominently in the GF-SI but also the exGF-SI group (Figure 2E, Supplementary file 3). 

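Without a threshold on single genes, camera called 5 Reactome sets as higher and 0 as lower in CON-SI (of 837), 34 and 2 in GF-SI (of 841) and 12 and 18 in exGF-SI (of 837). The set of the heat shock response's attenuation phase rose in CON-SI (5 of 12 genes, camera adjusted p = 1.63e-05, and adjusted p = 0.926 with an estimated correlation), GF-SI (8 genes, camera adjusted p = 6.86e-06, and adjusted p = 0.465 with an estimated correlation) and exGF-SI (6 genes, camera adjusted p = 1.36e-04, and adjusted p = 0.908 with an estimated correlation). In GF-SI, 28 genes of mRNA splicing rose and 1 fell of 115 (camera adjusted p = 1.54e-05, and adjusted p = 0.526 with an estimated correlation). In exGF-SI, 7 of 72 genes of respiratory electron transport fell (camera adjusted p = 2.70e-04, and adjusted p = 0.908 with an estimated correlation), among them the complex III gene Uqcrc1 (−0.48) and Cox6a1, a subunit of cytochrome c oxidase (−0.88, and −0.52 without exGF-P2). With an estimated correlation, camera called 0 sets in each of the 3 responses. The number of sets called in GF-SI, 36 in all, was 379 from DESeq2, 245 with no filter on low counts and 66 in one fit over the 6 groups, and 56 without GF-P3, 63 without GF-S1, 22 without GF-S2 or GF-S6, 76 without GF-S4, 60 without GF-S10 and 81 without GF-S12. Uqcrc1 (−0.41, adjusted p = 0.134) in exGF-SI lost the call of edgeR without the libraries rich in ribosomal RNA.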

Using gene-set enrichment analysis (GSEA), which does not rely on cut-offs for p-value or fold-change, we find similar differences in functional enrichment (Supplementary file 2).

We also analysed the dataset for enrichment of genes associated with specific cellular pathways using the KEGG pathways database. 

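Of 170 genes of MAPK signalling, the kinase cascade that carries growth factor and activity signals to the nucleus, 17 rose and 3 fell in CON-SI (22 rose and 5 fell when adjusted over the list alone). The neurotrophin gene Bdnf rose by 0.92 on the log2 scale (standard error 0.116, adjusted p = 0.00204 from edgeR's quasi-likelihood test with BH adjustment), the ERK phosphatase gene Dusp4 by 0.99 and Pdgfb, which encodes a platelet-derived growth factor, by 0.73, while the growth factor gene Tgfb2 fell (−0.73). Among the 357 genes that rose, the 17 of this list compare with 3.99 by chance (hypergeometric test, adjusted p = 3.26e-06 over 31 lists), next to 22 immediate early genes against 1.06 (adjusted p = 5.73e-23). The median of the MAPK list was 0.03 (camera adjusted p = 0.0341, and adjusted p = 0.189 with an estimated correlation), and the adjusted p from camera was 0.196 without its immediate early genes. Tgfb2 (−0.73, adjusted p = 0.136) in CON-SI lost the call of edgeR in one fit over the 6 groups; Pdgfb (0.54, 0.14) in CON-SI without the libraries rich in ribosomal RNA.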

As expected, in the CON-SI group the MAP kinase (MAPK) signalling pathway was the dominant pathway enriched due to social interaction treatment (Figure 3A, Supplementary file 2). This pathway, which is well established to be induced upon neuronal activity, was also enriched in GF-SI and exGI-SI groups, albeit to a much lesser degree. 

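In GF-SI, 25 genes of MAPK signalling rose and 7 fell (35 and 11 when adjusted over the list alone), and in exGF-SI 14 rose and 7 fell (14 and 8 when adjusted over the list alone). In GF-SI, Dusp4 rose by 1.11 (standard error 0.179, adjusted p = 0.00145 from edgeR's quasi-likelihood test with BH adjustment), the Hippo pathway kinase gene Stk4 by 0.34 and the small GTPase gene Rap1b by 0.38. In exGF-SI, Dusp4 rose by 0.74 and the kinase gene Rps6ka5 fell (−0.32). Genes of the list among those that rose numbered 25 in GF-SI against 13.4 by chance (hypergeometric test, adjusted p = 0.00782) and 14 in exGF-SI against 7.86 (adjusted p = 0.102). The list's camera adjusted p was 0.0115 in GF-SI (adjusted p = 0.193 with an estimated correlation) and 0.34 in exGF-SI, where camera called the list with DESeq2 (adjusted p = 0.0738, and 0.0694 with its prior). Rps6ka5 (−0.31, adjusted p = 0.19) in exGF-SI lost the call of edgeR without the libraries rich in ribosomal RNA.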

In fact, under more stringent analysis parameters enrichment failed to reach significance in these groups (Figure 2—figure supplement 1A). For the GF-SI group we found a highly significant enrichment of genes associated with the spliceosome that was also significantly enriched, to a lesser extent, in the exGF-SI group and almost completely absent from the CON-SI group (Figure 3A). 

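Of 115 genes of the splicing machinery, which encode spliceosome components, 30 rose and 2 fell in GF-SI, 11 rose and 2 fell in exGF-SI and 3 rose and 0 fell in CON-SI (42, 13 and 3 rose and 4, 7 and 0 fell when adjusted over the list alone). Hnrnpc, a protein that binds nascent transcripts, rose by 0.50 in GF-SI (standard error 0.0709, adjusted p = 5.81e-04 from edgeR's quasi-likelihood test with BH adjustment) and stood at −0.02 in CON-SI. Acin1, a component of the exon junction complex, rose in each response, by 0.65 in GF-SI, 0.32 in exGF-SI and 0.30 in CON-SI. The SR protein gene Srsf3 rose by 0.32 in exGF-SI, where the U2 component gene Sf3a2 fell (−0.54). Tra2a belongs to this list and to the splicing regulators, so results of these lists are not independent. The median of the list was 0.14 in GF-SI (camera adjusted p = 4.87e-07, and adjusted p = 0.406 with an estimated correlation), 0.06 in exGF-SI (camera adjusted p = 0.0303, and adjusted p = 0.616 with an estimated correlation) and 0.02 in CON-SI (camera adjusted p = 0.351). In CON-SI camera called the list with DESeq2 (median 0.0281, adjusted p = 0.0219, and 0.02 with its prior) and with no filter on low counts (median 0.0376, adjusted p = 0.0963). In exGF-SI the call of the list was lost without exGF-P4 or exGF-S8, with medians of 0.0484 and 0.0504, and for the Reactome set of mRNA splicing in its place (adjusted p = 0.208). Acin1 (0.40, adjusted p = 0.163), Srsf3 (0.32, 0.112) and Sf3a2 (−0.53, 0.129) in exGF-SI and Acin1 (0.37, 0.193) in CON-SI lost the call of edgeR without the libraries rich in ribosomal RNA.

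**Figure D4:**
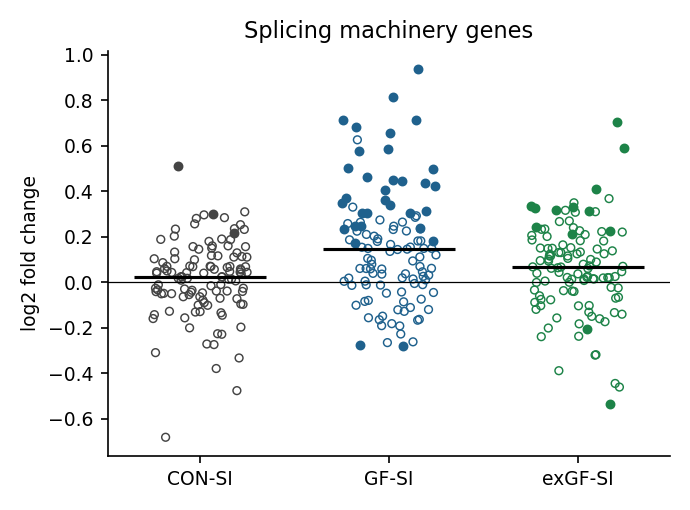
Log2 fold change (vertical axis) of each of the 115 splicing machinery genes in CON-SI, GF-SI and exGF-SI (horizontal axis), 1 point per gene, filled where the gene passed the test, with a bar at the median. The medians are 0.02 in CON-SI, 0.14 in GF-SI and 0.06 in exGF-SI.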

To elucidate the differences in gene regulation in response to social interaction between CON and GF mice we analysed genes exclusively induced in either of the groups for further functional enrichment. 

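Among 174 genes that rose in CON-SI and did not rise in GF-SI, 9 belong to MAPK signalling against 1.95 by chance (hypergeometric test, adjusted p = 0.00167 over 31 lists). Glucocorticoid-responsive genes numbered 6 against 0.288 by chance (adjusted p = 9.87e-06), and splicing machinery genes 0 against 1.33 by chance (adjusted p = 1). In GF-SI, 1029 genes rose that did not rise in CON-SI. Of these, 27 belong to the splicing machinery against 7.84 by chance (hypergeometric test, adjusted p = 1.56e-07). Splicing regulators numbered 22 against 5.66 by chance (hypergeometric test, adjusted p = 2.28e-07). The lists of machinery and regulators share members, so these are not independent results. Chaperones, which assist protein folding, numbered 19 against 3.2 by chance (adjusted p = 2.04e-09) and MAPK genes 17 against 11.5 by chance (adjusted p = 0.306). The splicing factor genes Ddx5 (0.40 in GF-SI and −0.13 in CON-SI) and Rbm8a (0.71 and −0.05) belong to the splicing machinery, and their difference between the responses did not pass (adjusted p = 0.134 and 0.126 from edgeR's quasi-likelihood test with BH adjustment).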

In line with GO Term and KEGG pathway analysis we found that DEGs exclusively upregulated in CON-SI mice, were highly enriched in genes involved in intracellular signalling, especially the MAPK pathway, while DEGs exclusively upregulated in GF-SI mice were strongly enriched in genes associated with RNA processing, that is splicing (Figure 3B, Supplementary file 2). 

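Among the 118 genes that rose in CON-SI, GF-SI and exGF-SI, 10 belong to the unfolded protein response against 0.205 by chance (hypergeometric test, adjusted p = 9.20e-14 over 31 lists). Xbp1, a transcription factor of this response, rose by 0.85 in CON-SI, and the chaperone gene Dnajb11 by 0.64 in GF-SI. Chaperones numbered 8 against 0.37 by chance (adjusted p = 2.92e-08) and immediate early genes 10 against 0.354 by chance (adjusted p = 2.44e-11). Glucocorticoid-responsive genes, among them Tsc22d3 (1.07 in CON-SI and 0.67 in GF-SI), numbered 5 against 0.197 by chance (adjusted p = 1.01e-05), and clock genes 3 against 0.15 by chance (adjusted p = 0.00261). Splicing machinery genes numbered 2 against 0.906 by chance (adjusted p = 1), these being Tra2a and Acin1, and MAPK genes 4 against 1.33 by chance (adjusted p = 0.23). HSP70 genes, which pathway databases count to both the spliceosome and MAPK signalling, formed a list of their own. Of these, Hspa1a, Hspa1b and Hspa8 rose in CON-SI, GF-SI and exGF-SI. Xbp1 (0.88, adjusted p = 0.124) in CON-SI lost the call of edgeR without the libraries rich in ribosomal RNA.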

The core of genes that are induced independent of colonisation status is characterised by enrichment of genes involved in protein folding and, to a lesser degree, both, spliceosome and MAPK signalling pathway. 

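MAPK genes made up 4.76% of the genes that rose in CON-SI, 2.06% in GF-SI and 1.99% in exGF-SI. Splicing machinery genes made up 0.84% in CON-SI, 2.47% in GF-SI and 1.57% in exGF-SI. Of all measured members, 10% of the MAPK list rose in CON-SI, 14.7% in GF-SI and 8.19% in exGF-SI, and of the splicing machinery 2.61%, 26.1% and 9.57%.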

Genes falling into these two KEGG categories made up relatively large proportions of all DEGs in the CON-SI and the GF-SI group, respectively (Figure 3C, Supplementary file 2). Genes associated with the GO Term ‘RNA processing’ made up 4.4% of all DEGs in the GF-SI group (111/2510), which represents 15% of all mouse genes in this category (111/741). Comparing response-induced fold changes of these 111 genes between colonisation statuses, further highlighted that expression of this group of genes is highly distinctive in GF-SI animals (Figure 3D). This unique pattern was also evident when we plotted a comparison of these genes, where the individual gene identity was maintained across groups and where mean expression values for the remaining 630, not statistically significant mouse genes in the ‘RNA processing’ GO category for each group were included (Figure 2—figure supplement 1B).

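A set of genes picked for its response in GF-SI is high there by choice. The GF and GF-SI libraries were therefore divided into 2 random sets, 50 times. The 20 splicing machinery genes with the smallest p among those that rose were chosen in 1 set and read in the other. Chosen by p, these need not be the largest rises, so the medians do not measure what a choice by size would add. The median log2 fold change of the chosen genes was 0.47 in the libraries used for choosing and 0.40 in the others (0.29 to 0.53). The same genes had a median of 0.07 in CON-SI and 0.15 in exGF-SI. Hnrnpc, which binds pre-mRNA, is a member of the list, and its difference between the GF-SI and CON-SI responses was 0.52 (standard error 0.135, adjusted p = 0.118 from edgeR's quasi-likelihood test with BH adjustment). DESeq2 called this difference (adjusted p = 0.0419, and 0.0391 with its prior), and edgeR did not.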

**Figure 3.**
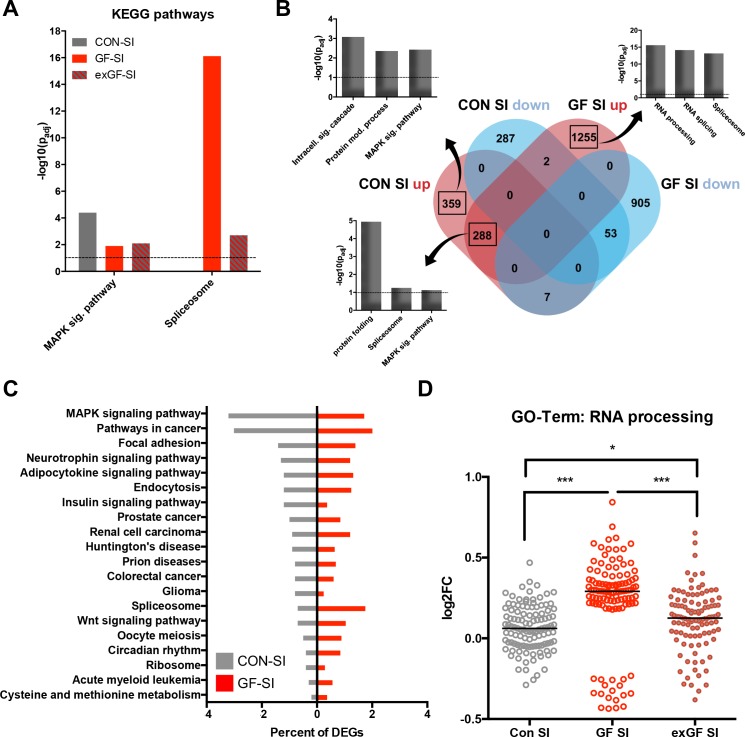
Loss of normal induction of MAP-K pathway is accompanied by upregulation of splicing pathways. (**A**) Comparison of enrichment of MAP-K pathway-associated genes and spliceosome-related genes among DEGs between groups. Dotted line: significance level (p=0.1) (**B**) Functional enrichment analysis of overlapping and uniquely regulated subsets of DEGs between CON-SI and GF-SI comparisons showed shared and different processes transcriptionally activated in the amygdala in response to social stimulation (**C**) Percentage of DEGs falling into the TOP20 enriched KEGG pathways for CON-SI and GF-SI. (**D**) Log_2_(fold change) (Log2FC) values plotted for each of the 112 DEGs in the GF-SI comparison that was associated with GO-Term ‘RNA processing’. black line: median, non-parametric Friedman test F = 65.5, p<1.0e-4; ***p<1.0e-4, *p<0.05, Dunn’s multiple comparisons, n = 112/group.

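In CON mice, 22 of 45 immediate early genes rose after social interaction and 1 fell (35 and 2 when adjusted over the list alone). Their median log2 fold change was 0.76 (camera adjusted p = 4.55e-35, and adjusted p = 0.0351 with an estimated correlation). The transcription factor genes Egr1 and Egr3 rose by 1.18 and 1.12 (standard error of Egr3 0.286, adjusted p = 0.0681 from edgeR's quasi-likelihood test with BH adjustment), Fosl2 by 1.29 and Fos by 1.34. The prohormone convertase gene Pcsk1 rose by 0.85 and Arc, which regulates AMPA receptor endocytosis, by 1.86. Ier5 stood at 0.79 (adjusted p = 0.178 from edgeR), which did not pass, and DESeq2 called it (adjusted p = 0.0658). Egr1 (1.23, adjusted p = 0.156), Egr3 (1.09, 0.35), Fos (1.30, 0.24) and Arc (1.80, 0.281) in CON-SI lost the call of edgeR without the libraries rich in ribosomal RNA.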

Stimulus-induced upregulation of a number of well-established immediate early genes, that show rapid and reproducible upregulation in response to neuronal activity, including activity induced by environmental novelty in the hippocampus, was also seen in the amygdala of conventional animals after social interaction (Figure 2—figure supplement 1C). In line with reduced activation of the MAPK pathway in GF-SI mice, we find several of these genes, including *Egr3*, *Fos*, and *Ier5* not to be upregulated in this group, possibly due to elevated expression levels at baseline (Supplementary file 1).

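In GF-SI, 23 of 46 immediate early genes rose and 1 fell (30 and 3 when adjusted over the list alone), with a median log2 fold change of 0.52 (camera adjusted p = 3.44e-17, and adjusted p = 0.158 with an estimated correlation). Egr1 rose by 1.17, while Egr3 (0.54, adjusted p = 0.249 from edgeR's quasi-likelihood test with BH adjustment), Fos (0.58, adjusted p = 0.225 from edgeR) and Ier5 (0.65, adjusted p = 0.249 from edgeR) did not pass. The difference from the CON-SI response was −0.57 for Egr3, −0.76 for Fos and −0.14 for Ier5, with adjusted p = 0.518, 0.435 and 0.922 from edgeR, and none passed. In naïve GF mice, the log2 fold change over naïve CON mice was 0.33 for Egr3 and −0.10 for Ier5, which did not pass. The difference between the responses over the list had a median of −0.20 (camera adjusted p = 0.132), and passed camera's threshold without any of CON-P2, GF-P1, GF-P2, CON-S2, CON-S3, CON-S7, CON-S12, GF-S2 or GF-S9, with medians from −0.19 to −0.27. With DESeq2, camera called this difference (median −0.20, adjusted p = 0.00268), and not with its prior (adjusted p = 0.51) or with an estimated correlation in edgeR (adjusted p = 0.891).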

Together these data suggest that GF animals show a unique response signature toward environmental stimulation by social interaction. 

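The difference between the GF-SI and CON-SI responses had a median log2 value of 0.14 over the splicing machinery, with 0 of 115 genes called by edgeR (40 at an unadjusted p under 0.05, and 22 higher and 3 lower in GF-SI when adjusted over the list alone, camera adjusted p = 6.30e-04, and adjusted p = 0.769 with an estimated correlation). DESeq2 called 7 of them higher and 1 lower. The RNA-binding protein genes Hnrnpa2b1 and Taf15 differed by 0.99 and 1.20, which did not pass over all genes (adjusted p = 0.126 and 0.126 from edgeR's quasi-likelihood test with BH adjustment) but were called by DESeq2 (adjusted p = 0.0556 and 0.0541). For chaperones the median difference was 0.12 (camera adjusted p = 0.00132, and adjusted p = 0.891 with an estimated correlation, 3 of 47 higher when adjusted over the list alone). Over MAPK signalling it was 0.01 (camera adjusted p = 0.672), with 0 of 174 genes called by edgeR (39 at an unadjusted p under 0.05) and 5 called higher and 3 lower by DESeq2, and it turned below 0 without GF-P3, CON-S2, CON-S7, GF-S2 or GF-S6, with DESeq2 and with no filter on low counts. Jund, an AP-1 gene, had a difference of −0.69, which did not pass (adjusted p = 0.124 from edgeR) but was called by DESeq2 (adjusted p = 0.0562, and 0.0571 with its prior). The paper proposes that GF mice have their own transcriptional response to social interaction. It draws on numbers and overlaps of DEGs, enriched pathways, fold changes of RNA processing genes compared between groups and immediate early genes.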

The transcriptional response is characterised by a marked upregulation of the genes involved in RNA processing and the splicing machinery, accompanied by an arrested upregulation of typical response genes, especially in those involved in MAPK signalling. 

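In naïve mice, 0 of 169 genes of MAPK signalling were higher in GF than in CON mice and 0 were lower by edgeR (0 and 0 when adjusted over the list alone), with a median log2 fold change of 0.02 (camera adjusted p = 0.974). Jund (0.57, adjusted p = 0.28 from edgeR's quasi-likelihood test with BH adjustment) and the growth factor gene Pdgfa (0.62, adjusted p = 0.308 from edgeR) had the smallest p-values of the list, which held 22 genes at an unadjusted p under 0.05. DESeq2 called 1 gene of the list, Jund (adjusted p = 0.0954, and 0.0985 with its prior), and edgeR with no filter on low counts called Jund (adjusted p = 0.0548) and Pdgfa (adjusted p = 0.0483). Of the splicing machinery, 0 of 115 genes were higher and 0 lower by edgeR and 0 and 1 by DESeq2 (25 at an unadjusted p under 0.05 in edgeR, 0 and 0 when adjusted over the list alone), with a median of −0.08 (camera adjusted p = 0.00374, and adjusted p = 0.595 with an estimated correlation). Its members Rbm8a, of the exon junction complex, and the helicase gene Ddx23 stood at −0.57 and −0.42, and DESeq2 called Rbm8a (adjusted p = 0.0568), as did edgeR with no filter on low counts (adjusted p = 0.0448). Of the splicing regulators, 11 of 83 were lower when adjusted over the list alone and 0 over all genes by edgeR (camera adjusted p = 0.00246, and adjusted p = 0.595 with an estimated correlation), with 18 at an unadjusted p under 0.05 and 1 called by DESeq2. The median of the MAPK list turned below 0 without CON-P2 or GF-P4.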

Analysis of differential gene expression between naïve GF animals and controls also revealed that this lack of induction may be due to upregulation of several genes involved in these processes already at baseline. 

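The genes that rose in exGF-SI overlapped with those of both other responses. Of 357 genes that rose in CON-SI, 163 also rose in exGF-SI, where independent lists would share 16.5, and of 1213 that rose in GF-SI 304 did, against 55.8. Of the 357 genes of CON-SI, 183 rose in GF-SI, against 28.7. The heat shock gene Hspa1a rose by 1.55 in exGF-SI, and Gem, a small GTPase gene induced by activity, by 1.73 in exGF-SI and 1.81 in CON-SI. The growth factor gene Pdgfa rose in CON-SI (0.65) and exGF-SI (0.56) and stood at −0.09 in GF-SI (difference between GF-SI and CON-SI −0.73, adjusted p = 0.196 from edgeR's quasi-likelihood test with BH adjustment). Pdgfa (0.56, adjusted p = 0.104) in exGF-SI lost the call of edgeR in one fit over the 6 groups; Hspa1a (1.76, 0.158), Gem (1.59, 0.283) and Pdgfa (0.50, 0.35) in exGF-SI and Gem (1.84, 0.334) and Pdgfa (0.48, 0.439) in CON-SI without the libraries rich in ribosomal RNA.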

All analyses on GF animals colonised with a conventional microbiota at weaning (exGF) presented so far show results with features of both, CON and GF groups.

### Social interaction leads to a strong increase in alternative splicing in GF and exGF animals

Since ‘RNA processing’ and spliceosome-associated pathways were highly enriched in the amygdala of GF animals and also exGF animals, we next analysed our dataset for functional consequences of this upregulation by searching for alternative splicing events, that is differentials spliced genes (DSGs). Under naïve conditions alternative splicing was highest when comparing CON and GF animals (Figure 4A, Supplementary file 4). These genes were highly enriched in several functional categories involved in neuronal function, such as long-term potentiation (p_adj_ = 2.3e-6) and synaptic transmission (p_adj_ = 1.2e-10) (Supplementary file 5). Similar enrichment, although to a lesser degree was found when comparing GF and exGF animals, while no significant functional enrichment was found for the relatively few DSGs in the CON vs. exGF comparison. High congruence in alternative splicing between CON and exGF mice was also evident from the high degree of overlap between DSGs that distinguished both groups from the GF group (Figure 4B). Together these data are in agreement with phenotypic similarities between CON and exGF animals, that is reversibility of the GF phenotype by colonisation at weaning.

**Figure 4.**
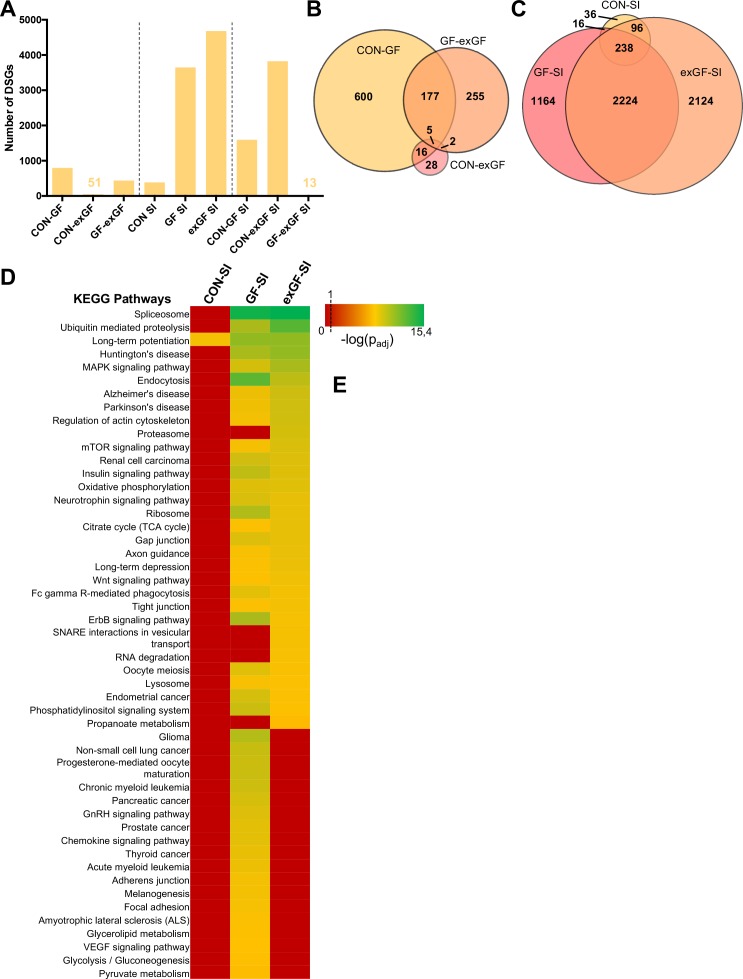
Social interaction leads to a strong increase in alternative splicing in GF and exGF animals. (**A**) Number of differentially spliced genes (DSGs) for all meaningful pairwise comparisons (see Table 1). (**B–C**) Venn diagrams showing overlapping DSGs for naïve (**B**) and social interaction (SI, (**C**) comparisons. After stimulation differences become evident. (**D**) Heatmap to visualize enriched pathways in SI-induced differentially spliced genes. FDR-adjusted p-values were calculated for all enriched (p_adj_ <0.1) KEGG pathways, log-transformed (-log_10_) and colour-coded.

In line with diverging transcriptomes between groups due to differential gene expression after stimulation by social novelty, the transcriptional landscapes changed substantially as a result of alternative splicing. While conventionally colonised controls exposed to social interaction showed comparatively little alternative exon usage, we found a dramatically increased number of DSGs in the GF-SI group, and noticed an even higher number of SI-induced DSGs in exGF animals. This was surprising since enrichment of splicing-associated genes among DEGs was highest in the GF-SI comparison, albeit significantly present also in the exGF-SI group.

As with the previous finding for DEGs, DSGs of the three comparisons also shared a ‘core’ set of genes that were alternatively spliced in response to social interaction, independent of colonisation status (Figure 4C). This core was slightly enriched in genes associated with functional categories that are involved in neuronal function such as long-term potentiation (p_adj_=1.5e-02) and synaptic transmission (p_adj_=1.9e-4). In fact, the high degree of overlap between all three groups together with the high number of DSGs in GF-SI and exGF-SI groups suggests that, in addition to the conventional response, these two groups show supplementary cellular responses towards activation of the amygdala by social interaction. Interestingly, this additional response is even more pronounced in the exGF-SI group and is characterised by a high number of DSGs highly enriched in genes involved in mainly four principal functional categories: splicing/RNA processing, protein turnover, neuronal functions, and intracellular signalling pathways (Figure 4D, Supplementary file 6). The fact that a highly enriched proportion of the alternatively spliced genes themselves were also members of the splicing machinery suggests a self-regulating mechanism of gene expression in these two groups.

### Behavioural performance correlates with expression of RNA processing genes in GF mice

Given the high behavioural variability in active social interaction time specifically in the GF-SI group, together with the divergence of the transcriptional landscape in the amygdala one hour after exposure, we hypothesised that gene expression may be correlated with behavioural performance in individual mice. To test this hypothesis, we ranked all expressed genes in our dataset by correlation (Pearson correlation coefficient) between expression level and time spent in active social interaction (Supplementary file 7). In order to identify functions that are associated with positively or negatively correlated genes we used the *Gene Set Enrichment Analysis* (GSEA) algorithm that assigns one or multiple functions to each gene in the list based on the GO Term or KEGG Pathway databases (Subramanian et al., 2005). The algorithm then calculates an enrichment score for each function based on the rank of genes associated with this function (Figure 5B,C). Excitingly, genes whose expression was positively correlated with social interaction time were significantly associated with splicing, along with protein turnover (Figure 5B–D). There was no significant gene set enrichment for negative correlations between sociability behaviour and gene expression. These data suggest direct involvement of splicing and protein turnover pathways in the amygdala with behavioural performance. This result was confirmed, when we compared gene expression of the six germ-free animals with the highest social behaviour performance (GF-SI^high^) with those six animals with lowest social behaviour performance (GF-SI^low^). We found three genes that were significantly higher expressed in GF-SI^high^ animals, namely *DnaJb6* (encoding a brain-enriched heat-shock family protein with chaperone function), *Cribp* (encoding a stimulus-inducible, brain-enriched, nuclear RNA-binding protein involved in mRNA stabilization), and *D030028A08Rik* (a long-noncoding RNA with yet unknown function). These three genes also show a statistically significant correlation with behavioural performance in the GF-SI group (Figure 5E).

**Figure 5.**
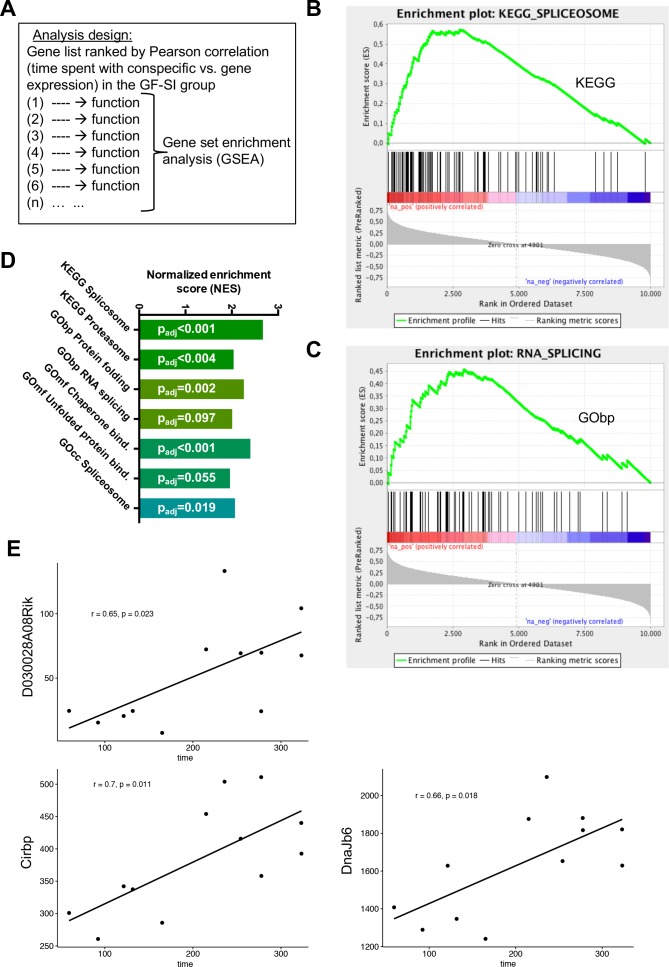
Behavioural performance correlates with expression of RNA processing genes in GF mice. (**A**) Design of analysis. A gene list, ranked by Pearson correlation between expression level of a given gene and behavioural performance for each individual mouse, was used for gene-set enrichment analysis (GSEA). The algorithm assigns one or multiple functions to each gene in the list based on the GO-Term or KEGG Pathway databases, then calculates an enrichment score for each function based on the rank of genes associated with this function (**B–C**) GSEA-generated enrichment plots for two selected significantly enriched functions (KEGG pathway ‘Spliceosome’, GO-Term ‘RNA splicing’). (**D**) Normalized GSEA enrichment scores for all significantly enriched functions or pathways found in this analysis. (**E**) Gene-expression analysis within the GF-SI group (GF-SI^high^ vs GF-SI^low^, n = 6). Shown are expression values for three significantly differentially regulated genes plotted against the animals time spent in active social interaction. r: Pearson correlation coefficient.

## Discussion

The amygdala is a key node in the emotional processing network, responsible for processing social stimuli and fear-related cues (Allsop et al., 2014; Amaral, 2003; Kliemann et al., 2012; Noonan et al., 2014; Phelps and LeDoux, 2005; Sabatini et al., 2007; Sallet et al., 2011; Sliwa and Freiwald, 2017). A rapidly developing literature increasingly implicates the microbiome in host brain function and behaviour, especially in these emotion processing networks (Crumeyrolle-Arias et al., 2014; Luczynski et al., 2016a; Clarke et al., 2013; Diaz Heijtz et al., 2011; Neufeld et al., 2011; Arseneault-Bréard et al., 2012; Bercik et al., 2010; Gilbert et al., 2013). Social behaviour appears to be among the behaviours most intimately connected to a functional microbiome (Arentsen et al., 2015; Desbonnet et al., 2014; Gacias et al., 2016; Lewin-Epstein et al., 2017; Theis et al., 2013; Tung et al., 2015; Hsiao et al., 2013; Buffington et al., 2016; Arentsen et al., 2017; Koch and Schmid-Hempel, 2011). However, the mechanistic underpinnings of this influence are only beginning to be resolved. Here we show, for what is to our knowledge the first time, that absence of the microbiome results in dysregulation of unique transcriptional-response pathways in the amygdala.

In line with previous reports, we show that microbes are necessary for development of appropriate sociability behaviour (Arentsen et al., 2015; Desbonnet et al., 2014; Buffington et al., 2016). In agreement with these studies we show reduced sociability behaviour of GF mice in the three-chamber social interaction task, rescued by post-weaning colonisation with a conventional microbiome. However, we do not observe a lack of preference of the conspecific mouse over an inanimate novel object in GF mice. Interestingly, while on average the group of GF mice spent significantly less time interacting with a conspecific than conventionally raised animals, some individual mice of this group performed at control level. This finding suggests, that the underlying networks controlling sociability behaviour are subject to a dynamic regulation, possibly associated with differences in intracellular and extracellular neuronal signalling pathways due to subtle differences accumulating during individual development. However, the fact that exGF mice, colonised with a conventional microbiota at weaning age, spent an intermediate amount of time in social interaction with more control-like variability within the group, argues that this development is highly susceptible to influence by symbiotic signals from the microbiota. Also in several analyses of gene expression regulation in response to social interaction exGF mice resemble an intermediate phenotype, bearing features of both CON and GF mice. As such, exGF mice show high enrichment of genes involved in ‘regulation of gene expression’ (most prominently enriched among CON-SI upregulated genes) as well as ‘RNA processing’ (most prominently enriched among GF-SI upregulated genes). This intermediate gene expression phenotype is also evident from the visualized functional enrichment using colour-coded functional GO-Terms (Figure 2E).

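Of the genes that rose in exGF-SI, 14 are immediate early genes, many of which encode transcription factors, against 2.07 by chance (hypergeometric test, adjusted p = 7.62e-08 over 31 lists), and 11 belong to the splicing machinery against 5.29 (adjusted p = 0.0744). Of 45 immediate early genes, 14 rose and 1 fell (26 and 1 when adjusted over the list alone), with a median log2 fold change of 0.44 (camera adjusted p = 8.93e-10, and adjusted p = 0.534 with an estimated correlation). Fosb rose by 1.96 (standard error 0.253, adjusted p = 0.00325 from edgeR's quasi-likelihood test with BH adjustment), and Ier2 fell (−1.08). Over the splicing regulators, the difference between the exGF-SI and CON-SI responses had a median of 0.12, with 0 of 83 called over all genes by edgeR, 0 by DESeq2, 8 at an unadjusted p under 0.05 in edgeR and 0 when adjusted over the list alone (camera adjusted p = 1.89e-05, and adjusted p = 0.729 with an estimated correlation). Ier2 (−0.72, adjusted p = 0.296) in exGF-SI lost the call of edgeR without the libraries rich in ribosomal RNA.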

To characterize real transcriptome-wide changes in gene expression, in this study we used stranded, ribodepleted as opposed to poly-A enriched libraries for RNA-sequencing. In result, we describe dynamic regulation of several previously undescribed pathways in response to environmental stimulation. As such, we see regulation of RNA-processing non-coding RNAs, several of which are found in subnuclear Cajal bodies, that are particularly prominent in neurons - especially, when transcriptionally active - and are crucially involved in splicing regulation (Wang et al., 2016; Lafarga et al., 2017). 

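Small Cajal body RNAs guide the modification of spliceosomal RNAs, and 4 were measured in GF-SI. Scarna2 rose in GF-SI, with a log2 fold change of 0.50 (standard error 0.148, adjusted p = 0.0436 from edgeR's quasi-likelihood test with BH adjustment), and stood at −0.35 in CON-SI. The difference of 0.85 did not pass (adjusted p = 0.122 from edgeR) but was called by DESeq2 (adjusted p = 0.0472, and 0.046 with its prior). Scarna13 rose in exGF-SI (0.68) and Scarna10 was lower in GF-SI than in CON-SI mice (−0.56). Of 4, 4 and 4 such RNAs in GF-SI, exGF-SI and CON-SI, 1, 1 and 0 rose by edgeR and 1, 1 and 0 by DESeq2 (1, 2 and 0 when adjusted over the list alone). Small RNAs of this kind often lie within host genes, whose reads cannot be told apart from theirs here. Scarna13 (0.68, adjusted p = 0.111) in exGF-SI lost the call of edgeR in one fit over the 6 groups; Scarna13 (0.68, 0.138) in exGF-SI and Scarna10 (−0.55, 0.113) in CON-GF-SI with no filter on low counts; Scarna10 (−0.51, 0.133) in CON-GF-SI with the correction for GC content and transcript length; Scarna13 (0.50, 0.379) in exGF-SI without the libraries rich in ribosomal RNA.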

Our RNA-seq experiment thus offers exclusive and comprehensive insight into gene regulation in response to a social stimulus in the amygdala. Interestingly, induction of gene expression in this brain region shows similarities with the hippocampal transcriptional response to environmental novelty (Stilling et al., 2014c). This overlap is very likely due to a ubiquitous, though highly specific transcriptional response in neurons towards neuronal activity, which includes induction of several well established immediate early genes such as *Fos* or *Arc*, the MAP-K pathway, and neurotrophic signalling via *Bdnf*. Moreover, we find upregulation of complement components, which have lately been established to be necessary for synaptic rearrangements and plasticity upon neuronal activity (Schafer et al., 2012; Stephan et al., 2012; Stevens et al., 2007). 

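Arc was measured in CON-SI and GF-SI with log2 fold changes that passed (1.24 in GF-SI, adjusted p = 0.0957 from edgeR's quasi-likelihood test with BH adjustment) and in exGF-SI with 0.90, which did not (adjusted p = 0.215 from edgeR). Fos rose in exGF-SI (1.18). The neurotrophin gene Bdnf rose by 1.15 in GF-SI (standard error 0.125, adjusted p = 3.59e-05 from edgeR) and 0.92 in exGF-SI. The difference between the GF-SI and CON-SI responses was −0.62 for Arc (adjusted p = 0.668 from edgeR) and 0.24 for Bdnf (adjusted p = 0.607 from edgeR), and neither passed. Arc (1.26, adjusted p = 0.108) in GF-SI lost the call of edgeR with no filter on low counts.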

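Of 14 complement genes, which mark synapses and cells for removal by microglia, 2 rose and 0 fell in CON-SI (3 and 0 when adjusted over the list alone). C1qa and C1qc, subunits of the initiator C1q, rose with log2 fold changes of 0.50 (standard error 0.095, adjusted p = 0.0217 from edgeR's quasi-likelihood test with BH adjustment) and 0.82, and C1qb stood at 0.49 (adjusted p = 0.103 from edgeR). DESeq2 called C1qb as well (adjusted p = 0.0464), as did edgeR in one fit over the 6 groups (adjusted p = 0.0846). C1qc, on chromosome 4 (136889804 to 136893065, minus strand) of GRCm38 in GENCODE vM21, was measured at 6.18 ± 1.13 CPM in naïve CON and 11.1 ± 2.08 CPM in CON-SI libraries (SD, n = 4 and 8). The list as a whole had a median of 0.03 (camera adjusted p = 0.115). Without the libraries rich in ribosomal RNA, 0 complement genes were called in CON-SI by edgeR, with 2 naïve libraries left, and C1qa and C1qc stood at 0.55 and 0.75, so that the calls were lost and not the fold changes.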

Interestingly, innate immune system genes together with neuronal activity-dependent genes have recently been shown to be dysregulated in autism (Gupta et al., 2014). 

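In GF-SI, 0 rose and 0 fell of 14 complement genes by edgeR (0 and 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05), and DESeq2 called 0. C1qa and C1qc stood at 0.07 and −0.14. C1qc, which fills a part of the C1q complex, was measured at 10.8 ± 2.69 CPM in naïve GF and 9.91 ± 2.69 CPM in GF-SI libraries (SD, n = 4 and 12). Its log2 fold change in naïve GF over naïve CON mice was 0.77 (standard error 0.189, adjusted p = 0.254 from edgeR's quasi-likelihood test with BH adjustment) and that of C1qa 0.41 (adjusted p = 0.275 from edgeR), so neither passed. DESeq2 called C1qc there (adjusted p = 0.0494, and 0.0504 with its prior), as did edgeR with no filter on low counts (adjusted p = 0.0375). Of 12 complement genes 0 were called there by edgeR and 1 by DESeq2 (3 at an unadjusted p under 0.05 in edgeR, 2 higher when adjusted over the list alone, camera adjusted p = 0.451). The difference between the GF-SI and CON-SI responses was −0.96 for C1qc (adjusted p = 0.118 from edgeR) and −0.43 for C1qa (adjusted p = 0.257 from edgeR), and did not pass. For C1qc it was called by DESeq2 (adjusted p = 0.0345, and 0.0436 with its prior).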

Induction of complement genes upon social interaction was not seen in GF mice, possibly due to upregulation of *C1q* already under naïve conditions as compared to CON mice. Indeed, we find that a highly significant share of genes upregulated upon social interaction stimulation in CON mice is already upregulated in naïve GF mice. 

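Over genes, the log2 fold changes of CON-GF and CON-SI had a correlation of 0.515, against 0.62 for simulated unchanged groups that share the naïve CON libraries. Genes are not independent replicates. Their covariance was 0.0531, against 0.0398 (0.0377 to 0.0429 over 20 simulations). With the 4 naïve CON libraries split 2 and 2 it was 0.0181 at the median of 6 assignments, within the −0.0208 to 0.0344 that held 95% of random regroupings of the libraries (permutation test, one-sided p = 0.127, 10000 permutations). The naïve exGF mice share these libraries too. Of 8 genes higher in naïve exGF than in naïve CON mice, 3 rose in CON-SI (independent lists 0.194, Fisher's exact test, one-sided p = 7.27e-04), and of 7 lower genes, 3 fell (independent lists 0.1, p = 9.72e-05 from the same exact test). Independent lists leave out the shared libraries. With the libraries split 2 and 2 between CON-exGF and CON-SI, 1 gene was shared at the median of 6 assignments and 2 at most. The lists were shorter there, and independent lists would share 0.00324 to 0.0538.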

In perfect agreement with previous reports (Hoban et al., 2018; Stilling et al., 2015), this finding suggests baseline hyperactivity of neurons in the amygdala in GF mice. Together, these findings confirm that the expected response of the control group serves as a positive control and provide internal validation that the methodology of this study is able to detect relevant changes in transcriptional regulation between groups.

Our data further shows that altered splicing activity is a normal process in neurons of the amygdala in response to social interaction in conventionally raised mice. Indeed, it is now well established, that neuronal activity induces alternative splicing patterns (Ding et al., 2017; Hermey et al., 2017; Iijima et al., 2016; Schor et al., 2009), a dysfunction of which has been associated with changes seen in autism and autistic-like behaviour in mice (Quesnel-Vallières et al., 2016). Surprisingly, the regulation of genes involved in splicing, including Cajal body-associated genes, as well as alternative splicing activity is extremely exaggerated in GF mice, which possibly reflects a compensatory mechanism for already elevated activity-induced signalling at baseline. 

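Of 21 genes for proteins of Cajal bodies and small nucleolar RNPs, 3 rose and 1 fell in GF-SI (6 and 3 when adjusted over the list alone). Nolc1, a chaperone of small nucleolar RNPs, rose by 0.47 (standard error 0.095, adjusted p = 0.00681 from edgeR's quasi-likelihood test with BH adjustment), the pseudouridine synthase gene Dkc1 by 0.30 and the methyltransferase gene Fbl by 0.57, while Wrap53, which carries RNAs to Cajal bodies, fell (−0.51). In exGF-SI, 1 rose and 0 fell, and in CON-SI 0 rose and 0 fell by edgeR (1 at an unadjusted p under 0.05, and 0 called by DESeq2), and the helicase gene Ddx20 rose by 0.28 in exGF-SI. The difference between the GF-SI and CON-SI responses was 0.55 for Nolc1 (adjusted p = 0.101 from edgeR) and 0.34 for Dkc1 (adjusted p = 0.189 from edgeR), and neither passed. DESeq2 called the difference for Nolc1 (adjusted p = 0.0282), as did edgeR with RLE scaling (adjusted p = 0.0953). The list as a whole gave a camera adjusted p = 0.438 in GF-SI. Fbl (0.57, adjusted p = 0.102) in GF-SI lost the call of edgeR in one fit over the 6 groups; Fbl (0.58, 0.102) and Wrap53 (−0.49, 0.105) in GF-SI and Ddx20 (0.28, 0.165) in exGF-SI with no filter on low counts; Ddx20 (0.27, 0.104) in exGF-SI with the correction for GC content and transcript length; Ddx20 (0.27, 0.297) in exGF-SI without the libraries rich in ribosomal RNA.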

The finding that increased splicing activity is even more amplified in exGF mice, which display a largely normalized behavioural response, together with a positive correlation between expression of splicing-associated genes and behavioural performance suggests that in fact upregulation of the splicing machinery supports an adequate amygdalar response towards a social interaction environmental stimulus. In fact, previous research shows that post-weaning colonization (exGF) does not rescue impairments in social cognition, seen in GF mice (Desbonnet et al., 2014). This is likely a reflection of an incomplete rescue of the molecular underpinnings of social behaviour investigated here. Although beyond the scope of the current study and technically challenging, future investigations should focus on untangling the network and pathways that drive the observed RNA processing changes and derive molecular consequences from altered mRNA/protein amino acid sequences.

In summary, our data is fully congruent with and offers a molecular basis for previous data on alterations in social cognition (Desbonnet et al., 2014), amygdala volume and dendrite complexity (Luczynski et al., 2016a), and increased transcription of activity-associated gene expression in the amygdala (Hoban et al., 2018; Stilling et al., 2015) in microbiome-deficient mice. We here show for what is to our knowledge the first time that the microbiota is necessary for regulation of core biological processes on the molecular and cellular level in the brain, which makes a strong case for a causal involvement of the microbiota in the molecular mechanisms leading to the observed impairments in sociability behaviour and the aetiology of neurodevelopmental diseases, which opens the possibility for new therapeutic strategies.

## Materials and methods

### Animals

Male F_1_-generation offspring from germ-free (GF) and conventionally-raised (CON) Swiss Webster breeding pairs previously obtained from Taconic (Germantown, New York, USA) were used in all experiments as previously described (Desbonnet et al., 2014; Stilling et al., 2015; Clarke et al., 2013; O'Tuathaigh et al., 2007). GF mice were housed in groups of two-four per cage in flexible-film gnotobiotic isolators at a 12 hr light/dark cycle. Ex-germ-free (exGF) mice were removed from the GF unit after weaning on postnatal day p21, and housed on CON-used bedding next to CON mice in the standard animal unit to allow colonization of microbes present in the facility environment. CON mice were similarly housed two–five per cage under controlled conditions (temperature 20–21°C, 55–60% humidity) on the same 12 hr light/dark cycle. All groups received the same autoclaved, pelleted diet (Special Diet Services, product code 801010). Age at tissue extraction for all groups and experiments was 10 weeks.

### 3-chamber social interaction test (3CSIT)

The 3CSIT was performed as described previously (Desbonnet et al., 2014; Stilling et al., 2015). In brief, mice were habituated to the test room for half an hour and then habituated to a white plastic arena (40 × 20×20 cm), divided into three chambers by separators with small circular openings and lined with fresh bedding, for 10 min. The left and right chamber contained empty wire-mesh cages. These were then used to display an age- and sex-matched conventionally-raised mouse (chamber 1) or a mouse-sized and –coloured (white) non-social object during the test phase (porcelain egg cup). Exploration of the three chambers by the test mouse was recorded on video for 10 min and time spent in active interaction with the conspecific or object was measured by an experimenter, blinded to colonization status of the test mice. Group size for behaviour was n = 12 for GF-SI mice and n = 11 per group for CON-SI and exGF-SI groups, after removing outliers.

### RNA extraction and sequencing

The amygdala from the left brain hemisphere was rapidly dissected on ice from fresh brain tissue as adapted from (Zapala et al., 2005), stored in RNA*later* RNA Stabilization Reagent (Qiagen, Netherlands) at 4°C for 24 hr and then transferred to −80°C. Total RNA was extracted using the *mir*Vana^TM^ miRNA Isolation kit (Ambion/life technologies) and DNase treated (Turbo DNA-free, Ambion/life technologies) according to the manufacturers recommendations For each group (CON, GF, exGF, CON-SI, GF-SI, exGF-SI), 8–12 animals were used (see Table 1 for details). RNA concentration and quality were determined using a Nanodrop 1000 (Thermo Scientific) and a Bioanalyzer (Agilent) was used to measure RNA integrity. After this, for all naïve groups equal amounts of RNA from two animals were then pooled to yield four samples per group. Therefore, for naïve groups, each sample (technical replicate) analysed by RNA-seq represents the average of two biological replicates.

Ribodepletion and library preparation was performed by Vertis Biotechnology (Freising, Germany). Sequencing as well as Fastq-file generation was done by Beckman Coulter Genomics service (Danvers, MA, USA). Stranded, paired-end reads of 2 × 100 bp were produced on an Illumina HiSeq2500 sequencer. 

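According to Supplementary file 8, the share of read pairs that mapped was 84.9% to 96.5% (median 93.5%) in the naïve CON libraries, 94.6% to 95.7% (median 95.5%) in GF and 87.7% to 96.3% (median 93.9%) in exGF. It was 93.6% to 96.3% (median 94.9%) in CON-SI, 88.7% to 93.1% (median 91.3%) in GF-SI and 85.4% to 92.8% (median 91.7%) in exGF-SI. Genes with at least 1 count per library numbered 18886 to 21386 in CON, 19798 to 21356 in GF-SI and 20420 to 21758 in exGF-SI. The lowest mapped shares belong to CON-P1 (84.9%) and exGF-S7 (85.4%), which are also rich in ribosomal RNA.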

Details on RNA sample quality and sequencing quality control are given in Supplementary file 8.

### Molecular validation by quantitative real-time PCR (qRT-PCR) for selected differentially regulated genes

To validate differential expression results by the RNAseq pipeline, we performed qRT-PCR analysis of all individual RNA samples for the six groups for 18 selected genes (Figure 2 - figure supplement 2). 61% of comparisons showed matching results between the two methods. qRT-PCR was performed as previously described (Stilling et al., 2015). 

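The 18 genes measured by RT-qPCR in the study were all tested in the RNA-seq counts, over 6 comparisons. Of these genes, 14 rose in CON-SI, 12 in GF-SI, 11 in exGF-SI and 1 in CON-GF, and 0 fell in these comparisons. By edgeR, 0 were called in CON-exGF and 0 in GF-exGF, and 38 calls were made in all by edgeR and 50 by DESeq2. Nostrin, a regulator of nitric oxide synthase, rose in CON-SI (1.33, adjusted p = 0.0116 from edgeR's quasi-likelihood test with BH adjustment) and exGF-SI (0.96) and stood at 0.17 in GF-SI. The heat shock gene Hspa1b rose by 1.60, 0.86 and 1.02 in CON-SI, GF-SI and exGF-SI, and Banp by 0.97, 1.11 and 0.48. Fmr1, an RNA-binding protein of synaptic translation, rose in GF-SI (0.39) and stood at 0.32 in exGF-SI, where DESeq2 called it (adjusted p = 0.0641) and edgeR did not, and the hnRNP gene Hnrnph1 rose in GF-SI (0.85). The chemokine gene Ccl27a stood at 0.98 in CON-SI (adjusted p = 0.126 from edgeR), which did not pass, and was called by DESeq2 (adjusted p = 0.0233). Nostrin (1.22, adjusted p = 0.156) and Hspa1b (1.31, 0.335) in CON-SI and Hspa1b (1.17, 0.114) in exGF-SI lost the call of edgeR without the libraries rich in ribosomal RNA.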

In brief, qRT-PCR of 3 technical replicates was done for each biological sample on a LightCycler 480 system (Roche LifeScience) and analysed using the ΔΔC_t_ – method. Two-way ANOVA with multiple-testing correction (Tukey *post-hoc* for effect of colonisation status; Sidak *post-hoc* for effect of social interaction stimulation), was used to test for statistical significance between groups for each gene. Significance level was: p_adj_ <0.05.

### Bioinformatic analysis pipeline

#### Quality control and mapping to reference genome

Fastq-format reads were quality filtered and trimmed using Trimmomatic (v0.32, RRID:SCR_011848) (Bolger et al., 2014) with the following non-default parameters: *AVGQUAL*: 20; *SLIDINGWINDOW*: 4:20; *LEADING*: 10; *TRAILING*: 10; *MINLEN*: 60. Alignment to the mouse reference genome (GRCm38.p3) was achieved using the STAR aligner (v2.4.0f1) (Dobin et al., 2013) with default options and an index compiled with gene models retrieved from the Ensembl database (release 78).

#### Differential gene expression and functional enrichment analyses

Ensembl database release 78 gene models were also used for counting mapped reads per gene using HTSeq-Count (v0.6.0, RRID:SCR_011867) (Anders et al., 2015) with the following non-default parameters: -s: no; -r: pos; -q –f bam –m intersection-nonempty. 

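Without strand, reads of a gene and of a gene on the opposite strand at the same place cannot be told apart. Among genes named here, Glo1, which encodes an enzyme that clears methylglyoxal on chromosome 17 (30584936 to 30626871, minus strand) of GRCm38 in GENCODE vM21, overlaps 2 genes on the opposite strand and 1 on its own, and its log2 fold change was −0.59 in CON-GF (standard error 0.0978, adjusted p = 0.0612 from edgeR's quasi-likelihood test with BH adjustment). Pign, which encodes a transferase of GPI anchor synthesis on chromosome 1 (105518422 to 105663677, minus strand), overlaps a gene on its own strand. Its level was 15.6 ± 1.14 CPM in naïve CON and 25.2 ± 1.76 CPM in naïve GF libraries (SD, n = 4 each). Glo1 (−0.53, adjusted p = 0.459) in CON-GF lost the call of edgeR without the libraries rich in ribosomal RNA.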

Differential gene expression was calculated for pairwise comparisons using the DESeq2 R-package (v1.6.2) (Anders and Huber, 2010; Love et al., 2014) with default parameters. Genes with an FDR-adjusted p-value≤0.1 were considered differentially regulated. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE114702 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114702).

Differentially expressed genes were further analysed for functional enrichment using the DAVID Bioinformatic Resources (v6.7) (Huang et al., 2009a; Huang et al., 2009b) and Gene Set Enrichment Analysis (GSEA) (v2.0.14, RRID:SCR_003199) (Subramanian et al., 2007).

#### Differential exon usage analysis

For detection of differential exon usage the DEXSeq R-package was used (v1.12.2, RRID:SCR_012823) (Anders et al., 2012) with default parameters. FDR-corrected p-value significance level was set to 0.1. Ensemble database release 78 was used to provide exon models.

### Statistics

Graphpad Prism (v6.0h, RRID:SCR_002798) was used for statistical hypothesis testing of behavioural analysis (Figure 1) and expression of RNA processing genes (Figure 3D). Before hypothesis testing on behavioural data, normal distribution was confirmed by D'Agostino and Pearson omnibus normality, Shapiro-Wilk normality, and KS normality tests (p<0.05 for all three tests). Sample size of n = 12 was based on a power calculation with an expected effect size of f = 0.4, a significance level of α = 0.05 and a power of 0.8. A Grubbs test for outliers (p<0.05) identified one outlier each in CON-SI and exGF-SI groups. One-way ANOVA with Tukey's multiple comparisons post-hoc test was run to compare social interaction between the groups.

For hypothesis testing of expression of RNA processing genes non-parametric Friedman testing was performed with Dunn’s multiple comparison post-hoc test to compare expression levels between groups.

Statistical significance for overlaps of differentially expressed genes in pairwise comparisons (Figure 2C,D) was computed using a publicly available web service (http://nemates.org/MA/progs/overlap_stats.html), which is based on the hypergeometric distribution and Fischer’s exact test.

Heatmaps for functional enrichment (Figure 2E, Figure 4D): FDR-adjusted p-values were calculated for all enriched (p_adj_ <0.1) biological-function GO Terms using DAVID Bioinformatic Resources (v6.7) (see above) and log-transformed (-log_10_) and colour-coded using Microsoft Excel (v15).

Pearson correlation coefficient for correlation between behavioural performance and gene expression level in individual mice was calculated using Microsoft Excel (v15).

How the deposited data were processed for this re-analysis (not part of the article)

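Gene expression was measured by RNA sequencing in the amygdala of CON, GF and exGF mice, naïve or 1 hr after social interaction. The counts are those the authors deposited: the authors sequenced stranded, ribodepleted libraries with paired reads of 100 bases, called bases with CASAVA, trimmed the reads with Trimmomatic 0.32, aligned them to the mouse genome with STAR 2.4.0f1 and counted read pairs per gene of Ensembl release 78 with HTSeq 0.6.0 without regard to strand. The values are whole numbers with no scaling between libraries, for 43629 genes in 40 libraries, and 42462 genes were given a symbol from GENCODE vM21. Library totals, checked against the exonic read numbers of Supplementary file 8, were equal in 40 libraries, and 0 pairs of libraries were identical. The smallest chi-square per degree of freedom between 2 libraries of a group was 7.87, so that the spread between libraries is more than that of counting alone.

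Libraries were grouped by the condition in their column names, which also tell pools from single animals. Groups were compared in pairs with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr on the 2 groups, BH adjustment, threshold 0.1 as in the paper) in R 4.3.3, and with a filter of 0.5 on the log2 scale. Differences between responses to social interaction were contrasts in one fit over the 6 groups. DESeq2 1.42.0 took the place of version 1.6.2 in the paper, with and without its fold change prior. Lists of genes were tested with camera and fry of limma 3.58.1, camera with a preset correlation of 0.01 and again with an estimated one, by BH over the lists, and by a hypergeometric test among the genes that rose. Reactome sets came with fgsea 1.28.0. Overlaps were tested with Fisher's exact test, and correlations by permutation with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15; figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3.

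The lists were splicing machinery, splicing regulators, MAPK signalling, immediate early genes, chaperones, unfolded protein response, HSP70 members of spliceosome and MAPK pathway lists, cold-inducible RNA-binding proteins, glucocorticoid-responsive genes, circadian clock, complement, Cajal body and snoRNP proteins, proteasome, oxidative phosphorylation, branched-chain amino acid degradation, autism-associated genes, social and stress receptors, ribosomal proteins, mitochondrially encoded genes, replication-dependent histones, scaRNAs, H/ACA snoRNAs and C/D snoRNAs, and the markers those of microglia, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium and pericytes, choroid plexus and ependyma, meninges, blood cells, excitatory neurons, inhibitory neurons, striatum (neighbouring region), amygdala nuclei, hypothalamus and thalamus (neighbouring regions) and cortex (neighbouring region). Genes are named by a rule: every gene the paper names in its text and legends and its 18 RT-qPCR genes; in each comparison the 10 largest rises and falls that passed with a mean of at least 1 CPM over the libraries compared; and of each list up to 4 measured members with the smallest p in that comparison. Values of Supplementary file 1 had been seen when the rule was written, and genes outside it are said to be chosen after their values were seen. Not every gene the rule covers is reported here. Symbols were read from GENCODE vM21, while the counts follow Ensembl release 78.

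The tests were tried on simulated data, in which counts were drawn from negative binomial distributions with the means and dispersions estimated from these libraries. Of genes changed by 0.5 on the log2 scale edgeR recovered 14% to 72% over the 9 comparisons, and of those changed by 1, 72% to 96%. A shift of 0.15 given to the splicing machinery list in GF-SI was called by camera in 20 of 20 simulations. Of tests of other lists, 5 of 660 were called. No correlation between genes was put into these counts, so they cannot show how often camera errs with correlated genes. In the real libraries, another split of GF and GF-SI gave this list a camera p of 3.62e-09.

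Alternatives were DESeq2 with and without its prior, RLE scaling, no filter on low counts, 1 fit over the 6 groups, each library left out in turn, GF-SI drawn down to 8 libraries, other members or sources for the splicing and MAPK lists, an estimated correlation and shared libraries split between comparisons. Added after seeing the data were runs without the libraries in which Gm42418 takes more than 5% of the counts, a correction of each library for GC content and transcript length (splines with 5 degrees of freedom, 99.2% of tested genes with these values) and draws of 2 GF libraries. The planned block by replicate was not run, since the column names hold no number that links animals. Differential exon usage, behaviour, its relation to expression and RT-qPCR levels were not analysed here, nor were GO, KEGG or DAVID categories, for which the lists above and Reactome were used.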

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

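Chosen after the results were seen were the test of the share of reads mapped, the regrouping of libraries used to judge the covariance, the runs without the 5 libraries rich in ribosomal RNA, the form of the correction for GC content and transcript length, and the draws of 2 GF libraries. More genes were called in GF-SI (2121) than in CON-SI (566). The number of libraries alone is argued against by draws of 8 GF-SI libraries, the lowest of which called 932 genes, and a trend with GC content and transcript length by the corrected libraries, which called 2048 in GF-SI and 632 in CON-SI. The spread of few naïve libraries stays open, since GF-SI had 901 without GF-P2 and 680 without GF-P3 and CON-SI 247 without CON-P1, 198 without CON-P2, 194 without CON-P3 and 274 without CON-P4. Single SI libraries moved the count of CON-SI too, to 348 without CON-S6 and 313 without CON-S11. With 2 naïve GF and 8 GF-SI libraries the median was 108.5 genes over 24 draws (8 to 2255), and with 2 naïve CON libraries CON-SI had 24 to 83. A larger response of germ-free mice may be part of the difference and was not tested apart from these libraries.

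Of 115 splicing machinery genes, 30 rose in GF-SI and 11 in exGF-SI, and with an estimated correlation camera called the list in neither (adjusted p = 0.406 and 0.616), while the call in exGF-SI was lost without exGF-P4 or exGF-S8 and with the Reactome set of mRNA splicing in place of the list (adjusted p = 0.208). A trend with GC content and transcript length as the whole cause is argued against by the corrected libraries, where the list's median in GF-SI was 0.124 on the log2 scale next to 0.143 before, and the list was still called (camera adjusted p = 1.01e-07). The share of reads mapped, which is lower in GF-SI and exGF-SI than in CON-SI, cannot be told apart from a response of these mice: within the GF-SI libraries Spearman's rho with the list's mean level was −0.469 (permutation p = 0.129, adjusted p = 0.324 with BH over 3 groups) and Pearson's r −0.503 (permutation p = 0.114), or −0.491 and −0.72 without the 2 libraries farthest out, while rho was −0.5 in CON-SI and 0.238 in exGF-SI (exact p = 0.216 and 0.582, n = 8 each). Too few libraries per group keep it open, and a response to the missing or late microbes stays a hypothesis.

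Genes called in both CON-GF and CON-SI in the same direction may owe this to the naïve CON libraries that both comparisons share. With these libraries split 2 and 2 the median covariance of fold changes was 0.0181, above the highest of 20 simulations of unchanged groups (0.00444, median 3.30e-04), and the lowest of the 6 ways gave 0.00331, above the most that the lowest way of a simulation reached (0.0028) but under the most that any single way reached (0.00601), the bound set earlier, while 95% of random regroupings of the libraries lay between −0.0208 and 0.0344 (permutation test, one-sided p = 0.127, 10000 permutations). With 1 CON library not rich in ribosomal RNA in each comparison the covariance was 0.0127 and 0.0131, above the highest simulated values of 0.00531 and 0.00669. This bound, set earlier to exclude ribosomal RNA carry-over, was too low, because with the same 14 libraries regrouped at random 95% of values lay between −0.0668 and 0.0735 for the lower and −0.0396 and 0.0804 for the higher covariance (permutation test, one-sided p = 0.22 and 0.397). Shared libraries, ribosomal RNA carry-over and an activity-like state of naïve GF mice cannot be told apart with 4 libraries per naïve group.

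Other splits of the same libraries into groups of the same sizes (35 for naïve groups, 100 drawn for the others) were fitted alike, and each value below is followed by the largest of the other splits and, in parentheses, the number of splits with a result as large, the real one included. No other split was as large, so chance can be excluded, for the genes called in CON-GF, 21 against 11 (1 of 35). This held (1 of 100) for CON-SI 566 against 208, GF-SI 2121 against 782, exGF-SI 1161 against 221 and CON-GF-SI 166 against 10. It held for those changed by more than 0.5 on the log2 scale in CON-GF, 21 against 11 (1 of 35). It held there (1 of 100) for CON-SI 289 against 136, GF-SI 617 against 439, exGF-SI 308 against 114 and CON-GF-SI 72 against 5. A few other splits were as large for CON-exGF-SI 195 against 333 (2 of 100) and GF-exGF-SI 15 against 149 (2 of 100). With the filter these were CON-exGF-SI 52 against 83 (2 of 100) and GF-exGF-SI 5 against 105 (3 of 100). For the response difference of GF-SI less CON-SI it was 15 against 412 (4 of 100). Chance is not firmly excluded for these, since results were judged singly, without adjustment over their number. It cannot be excluded for CON-exGF 15 against 252 (3 of 35), or with the filter CON-exGF 15 against 132 (3 of 35). For counts of 0 every split is as large, so the splits decide nothing there: GF-exGF 0 against 51 (35 of 35), with the filter GF-exGF 0 against 37 (35 of 35), and the response differences of exGF-SI less CON-SI 0 against 4 (100 of 100) and exGF-SI less GF-SI 0 against 1 (100 of 100). By edgeR the counts of 0 go with 1382 genes in GF-exGF, 939 in exGF-SI less CON-SI and 1839 in exGF-SI less GF-SI at an unadjusted p under 0.05 and with 72, 1 and 43 by DESeq2. Splits that called several times the real count point to a structure of the libraries other than their group: the split of CON-exGF with 252 genes sets CON-P1, CON-P3, exGF-P1 and exGF-P2, the naïve libraries rich in ribosomal RNA, against the other 4, and 11 genes were called without the rich libraries. The splits with 149 genes in GF-exGF-SI and 412 in the response difference of GF-SI less CON-SI point to a structure that is not known, and without the rich libraries these counts were 120 and 0, the latter with 2 naïve CON libraries left.

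For lists of genes the same was done with the p-value of camera at its preset correlation, followed by the smallest of the other splits. Of the results at 1 to 4 of 100 below, an estimated correlation kept only immediate early genes in CON-SI and chaperones in GF-SI. No other split was as small, so chance can be excluded, for MAPK signalling in CON-SI 0.00923 against 0.0165 (1 of 100). This held (1 of 100) for immediate early genes in CON-SI 1.23e-36 against 1.29e-21 and chaperones in GF-SI 2.57e-25 against 1.51e-18. A few other splits were as small for splicing machinery in GF-SI 6.59e-08 against 3.62e-09 (2 of 100). So they were for splicing machinery in GF-SI less CON-SI 3.40e-05 against 1.27e-07 (3 of 100). The same goes for immediate early genes in GF-SI 2.82e-18 against 4.27e-22 (4 of 100) and chaperones in CON-SI 5.25e-11 against 4.90e-17 (3 of 100). The last was chaperones in GF-SI less CON-SI 1.78e-04 against 3.65e-05 (4 of 100). Chance is not firmly excluded for these, since results were judged singly here too. It cannot be excluded for splicing machinery in CON-SI 0.22 against 5.62e-06 (30 of 100), splicing machinery in exGF-SI 0.0123 against 8.71e-11 (19 of 100), splicing machinery in CON-GF 5.25e-04 against 1.71e-05 (3 of 35), MAPK signalling in GF-SI 0.00279 against 3.85e-04 (5 of 100), MAPK signalling in exGF-SI 0.266 against 0.0102 (24 of 100), MAPK signalling in CON-GF 0.896 against 0.715 (9 of 35), MAPK signalling in GF-SI less CON-SI 0.474 against 0.01 (30 of 100), immediate early genes in exGF-SI 7.24e-11 against 8.91e-29 (9 of 100), immediate early genes in CON-GF 2.37e-07 against 2.14e-13 (6 of 35), immediate early genes in GF-SI less CON-SI 0.0358 against 6.46e-12 (26 of 100), chaperones in exGF-SI 2.84e-10 against 4.47e-21 (7 of 100) and chaperones in CON-GF 0.0125 against 5.45e-05 (8 of 35).

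Of 95 groups of 4 to 10 libraries tested over library measures, list scores and gene levels, 15 held a library apart from the others by Dixon's test, which chance alone does in about 1 in 20 groups. With the range of the other libraries of the group in parentheses, these were Gm42418 share 1.26% in CON-S7 (0.0109 to 0.178), mitochondrial share 12.4% in CON-S7 (6.33 to 8.45), Gm42418 share 9.25% in exGF-S7 (0.00882 to 0.111), mitochondrial share 17% in exGF-S7 (6.97 to 8.95), mapped share 85.4% in exGF-S7 (90.5 to 92.8), Tuba1c 0.564 CPM in GF-P3 (0.944 to 1.02), Bdnf 117 CPM in exGF-S8 (48.2 to 77.3), C1qc 4.5 CPM in CON-P1 (6.63 to 6.93), Kcnj16 10.6 CPM in CON-S2 (5.4 to 7.34), Kcnj16 13 CPM in exGF-S5 (5.35 to 8.47), Glo1 63.4 CPM in CON-P4 (77.5 to 80.4), Glo1 44.4 CPM in GF-P2 (51.3 to 51.7), Glo1 73.7 CPM in CON-S5 (42.3 to 53.4), Glo1 42.5 CPM in exGF-S4 (49.3 to 54.9) and Pign 14.8 CPM in exGF-S7 (22.1 to 28.4).

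The responses of GF and CON mice differed, by the test of the difference itself, in 15 genes with edgeR: Kcnj16 1.50, B3gat3 −0.54, Fam13c 0.96, Glo1 0.66, Fbxl4 −0.66, Tcte2 −0.68, Tmem132a −0.63, Lrfn4 −0.83, Dennd6b −0.83, Gpaa1 −0.75, Fbxo44 −0.70, Atp6v0b −0.62, Htr5a −0.59, Polr3b 0.53 and Gm22442 1.04, as log2 values, GF-SI less CON-SI. The count was 0 without CON-P1, 2 without CON-P3, 487 without CON-P4, 110 without GF-P1, 4 without GF-P2, 3 without GF-P3, 343 without GF-P4, 402 without CON-S2, 5 without CON-S3 or CON-S10, 6 without CON-S5 or GF-S5, 642 without CON-S7, 7 without CON-S11, GF-S2 or GF-S8, 65 without CON-S12, 447 without GF-S1, 179 without GF-S3, 8 without GF-S4 or GF-S10, 154 without GF-S9 and 9 without GF-S12. Without the libraries rich in ribosomal RNA, calls of edgeR lost among these genes included B3gat3 (−0.50), Fam13c (0.86), Fbxl4 (−0.58), Tcte2 (−0.62), Tmem132a (−0.54), Dennd6b (−0.79), Gpaa1 (−0.63), Fbxo44 (−0.65) and Gm22442 (1.01). With the correction for GC content and transcript length B3gat3 (−0.39), Tcte2 (−0.62), Dennd6b (−0.79), Gpaa1 (−0.59) and Fbxo44 (−0.56) lost it. With no filter on low counts Gm22442 (1.03) did. Over lists, splicing machinery differed by 0.14 and chaperones by 0.12, neither of them called with an estimated correlation (adjusted p = 0.769 and 0.891).

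Signals in genes that the paper does not discuss were medians of 1.59 for choroid plexus and ependyma in CON-exGF-SI, 0.52 for glucocorticoid-responsive genes in CON-SI, −0.34 for striatal markers in GF-SI (of which Adora2a was high in GF-P1 alone among naïve GF libraries), −0.21 for astrocyte markers in GF-exGF-SI and −0.29 for replication-dependent histones in CON-GF-SI. With an estimated correlation camera kept the call of the glucocorticoid-responsive genes and astrocyte markers (adjusted p = 0.0351 and 0.0461) and lost that of choroid plexus and ependyma, striatal markers and histones (adjusted p = 0.66, 0.979 and 0.621), and Ttr, the choroid plexus gene, was high in 3 of 8 exGF-SI libraries. Single genes of this kind were Pign in CON-GF-SI (0.63) and Tuba1c in CON-GF (−3.62).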

How the results depend on the processing

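The tests on corrected libraries, without libraries rich in ribosomal RNA and with 2 GF libraries were chosen after the results were seen. No paired analysis was possible because the names of the libraries carry no replicate number that links naïve and SI animals, so the planned block by replicate was not run. By edgeR as reported, genes called were CON-GF 21, CON-exGF 15, GF-exGF 0, CON-SI 566, GF-SI 2121, exGF-SI 1161, CON-GF-SI 166, CON-exGF-SI 195, GF-exGF-SI 15; with the filter of 0.5 on the log2 scale CON-GF 21, CON-exGF 15, GF-exGF 0, CON-SI 289, GF-SI 617, exGF-SI 308, CON-GF-SI 72, CON-exGF-SI 52, GF-exGF-SI 5; response differences GF-SI less CON-SI 15, exGF-SI less CON-SI 0, exGF-SI less GF-SI 0; overlap CON-GF with CON-SI 7, overlap CON-GF with GF-SI 2, overlap of SI responses 130, Reactome pathways 36. Small changes are missed at these numbers of libraries and this depth, and depth was not varied: of genes changed by 0.5 on the log2 scale in simulated data, edgeR recovered 14% in CON-GF and 29% in CON-exGF, with 4 against 4 libraries, and 72% in CON-exGF-SI, with 8 against 8. The cause was not tested for the changes below. A result is said to be kept below where it had the same direction and side of its threshold or, for a count, stayed within 1.5 times.

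With DESeq2: genes called CON-GF 155, CON-exGF 60, GF-exGF 72, CON-SI 962, CON-GF-SI 521, CON-exGF-SI 558, GF-exGF-SI 296; with the filter CON-GF 116, CON-exGF 53, GF-exGF 45, CON-GF-SI 181, CON-exGF-SI 140, GF-exGF-SI 56; response differences GF-SI less CON-SI 495, exGF-SI less CON-SI 1, exGF-SI less GF-SI 43; overlap CON-GF with CON-SI 51, overlap CON-GF with GF-SI 35, overlap of SI responses 211, Reactome pathways 379; medians splicing machinery in CON-SI 0.0281 (adjusted p = 0.0219), MAPK signalling in exGF-SI 0.0289 (adjusted p = 0.0738), MAPK signalling in GF-SI less CON-SI −0.00739 (adjusted p = 0.506), immediate early genes in GF-SI less CON-SI −0.197 (adjusted p = 0.00268); 23 of 47 results kept. With DESeq2 and its fold change prior: genes called CON-GF 139, CON-exGF 55, GF-exGF 68, CON-SI 955, CON-GF-SI 515, CON-exGF-SI 553, GF-exGF-SI 298; with the filter CON-GF 67, GF-exGF 11, GF-SI 322, exGF-SI 124, CON-exGF-SI 16, GF-exGF-SI 3; response differences GF-SI less CON-SI 579, exGF-SI less CON-SI 5, exGF-SI less GF-SI 78; overlap CON-GF with CON-SI 45, overlap CON-GF with GF-SI 33, overlap of SI responses 210, Reactome pathways 375; medians splicing machinery in CON-SI 0.0258 (adjusted p = 0.02), MAPK signalling in exGF-SI 0.0155 (adjusted p = 0.0694); 24 of 46 results kept. With RLE scaling: response differences GF-SI less CON-SI 35; 45 of 46 results kept. With no filter on low counts: genes called CON-GF 205, CON-exGF 84, GF-exGF 80, exGF-SI 722, GF-exGF-SI 3; with the filter CON-GF 186, CON-exGF 80, GF-exGF 68, GF-exGF-SI 3; overlap CON-GF with CON-SI 40, overlap CON-GF with GF-SI 34, Reactome pathways 245; medians splicing machinery in CON-SI 0.0376 (adjusted p = 0.0963), MAPK signalling in GF-SI less CON-SI −0.0318 (adjusted p = 0.769); 32 of 46 results kept. With one fit over 6 groups: genes called CON-GF 58, CON-exGF 9, GF-exGF 3, CON-SI 969, CON-GF-SI 561, CON-exGF-SI 522, GF-exGF-SI 135; with the filter CON-GF 38, CON-exGF 8, GF-exGF 3, CON-GF-SI 187, CON-exGF-SI 132, GF-exGF-SI 34; overlap CON-GF with CON-SI 19, overlap CON-GF with GF-SI 25, overlap of SI responses 220, Reactome pathways 66; 22 of 39 results kept. With an estimated correlation, which leaves the medians as they are: medians MAPK signalling in CON-SI 0.0345 (adjusted p = 0.189), chaperones in CON-SI 0.164 (adjusted p = 0.157), splicing machinery in GF-SI 0.143 (adjusted p = 0.406), MAPK signalling in GF-SI 0.0595 (adjusted p = 0.193), immediate early genes in GF-SI 0.518 (adjusted p = 0.158), splicing machinery in exGF-SI 0.0628 (adjusted p = 0.616), immediate early genes in exGF-SI 0.439 (adjusted p = 0.534), chaperones in exGF-SI 0.198 (adjusted p = 0.534), splicing machinery in CON-GF −0.0834 (adjusted p = 0.595), immediate early genes in CON-GF 0.22 (adjusted p = 0.595), chaperones in CON-GF −0.0866 (adjusted p = 0.785), splicing machinery in GF-SI less CON-SI 0.138 (adjusted p = 0.769), chaperones in GF-SI less CON-SI 0.122 (adjusted p = 0.891); 7 of 20 results kept. With the Reactome set in place of the list: medians splicing machinery in exGF-SI 0.0595 (adjusted p = 0.208); 4 of 5 results kept. Without immediate early genes in the MAPK list: medians MAPK signalling in CON-SI 0.0286 (adjusted p = 0.196); 4 of 5 results kept. With the shared libraries split 2 and 2: overlap CON-GF with CON-SI 1, overlap CON-GF with GF-SI 0; 0 of 2 results kept. Adding HSP70 genes to the splicing list left 5 of 5 results in place, and draws of 8 GF-SI libraries gave 1675 genes at the median.

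Of the settings chosen after seeing the data, those without the libraries rich in ribosomal RNA, which leave 2 naïve CON and 2 naïve exGF libraries, gave genes called GF-exGF 2, CON-SI 26, exGF-SI 155, GF-exGF-SI 120; with the filter GF-exGF 2, CON-SI 25, exGF-SI 110, GF-exGF-SI 29; response differences GF-SI less CON-SI 0; overlap CON-GF with CON-SI 1, overlap CON-GF with GF-SI 0, overlap of SI responses 11; medians MAPK signalling in exGF-SI 0.076 (adjusted p = 0.0824), MAPK signalling in GF-SI less CON-SI −0.004 (adjusted p = 0.83), Gm42418 in CON-SI 1.90 (adjusted p = 0.737), Hnrnpc in CON-SI 0.0524 (adjusted p = 0.927), Ier5 in CON-GF 0.0318 (adjusted p = 0.988); those corrected for GC content and transcript length genes called exGF-SI 687, CON-exGF-SI 57; with the filter exGF-SI 195, CON-exGF-SI 25; response differences GF-SI less CON-SI 8; and 2 GF with 8 GF-SI libraries 108.5 genes in GF-SI at the median.

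With 1 library left out at a time, the lowest and highest values were CON-GF 9 (without CON-P2) to 29 (without GF-P4); CON-GF with the filter 9 (without CON-P2) to 29 (without GF-P4); CON-SI 194 (without CON-P3) to 778 (without CON-S2); CON-SI with the filter 136 (without CON-P2) to 419 (without CON-S2); GF-SI less CON-SI 0 (without CON-P1) to 642 (without CON-S7); exGF-SI less CON-SI 0 to 1 (without CON-P4); MAPK signalling in CON-GF −0.00408 (without CON-P2) to 0.022 (without CON-P1); MAPK signalling in GF-SI less CON-SI −0.0145 (without CON-S7) to 0.0349 (without CON-S5); immediate early genes in GF-SI less CON-SI −0.269 (without GF-P1) to −0.148 (without GF-P3); chaperones in CON-GF −0.104 (without CON-P1) to −0.0491 (without CON-P2); overlap CON-GF with CON-SI 2 (without CON-P2) to 10 (without CON-P4); overlap CON-GF with GF-SI 0 (without GF-P3) to 3 (without CON-P4); overlap of SI responses 36 (without exGF-P4) to 139 (without exGF-S5); GF-exGF 0 to 3 (without GF-P3); GF-exGF with the filter 0 to 3 (without GF-P3); GF-SI 680 (without GF-P3) to 2596 (without GF-S1); GF-SI with the filter 258 (without GF-P3) to 777 (without GF-P4); exGF-SI less GF-SI 0 to 20 (without exGF-S5); Reactome pathways 22 (without GF-S2) to 81 (without GF-S12); exGF-SI 117 (without exGF-P4) to 1397 (without exGF-S5); exGF-SI with the filter 60 (without exGF-P4) to 414 (without exGF-S5); splicing machinery in exGF-SI 0.0389 (without exGF-P2) to 0.072 (without exGF-S3); CON-GF-SI 71 (without CON-S11) to 694 (without CON-S7); CON-GF-SI with the filter 44 (without GF-S5) to 187 (without CON-S7); CON-exGF-SI 57 (without exGF-S10) to 364 (without CON-S7); CON-exGF-SI with the filter 29 (without exGF-S10) to 82 (without CON-S7); GF-exGF-SI 2 (without GF-S4) to 185 (without exGF-S5); GF-exGF-SI with the filter 2 (without GF-S4) to 40 (without exGF-S5).

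Single libraries moved a count by more than 1.5 times in CON-GF with the filter, 9 without CON-P2; CON-GF-SI with the filter, 142 without CON-S2, 187 without CON-S7, 47 without CON-S11 and 44 without GF-S5; CON-exGF-SI with the filter, 31 without CON-S5, 82 without CON-S7 and 29 without exGF-S10; GF-exGF-SI with the filter, 12 without GF-S1, 3 without GF-S2, GF-S5, GF-S7 or exGF-S8, 17 without GF-S3, 2 without GF-S4, GF-S6, GF-S8, exGF-S3, exGF-S4, exGF-S9 or exGF-S10, 14 without GF-S11, 40 without exGF-S5 and 29 without exGF-S7; GF-exGF, 3 without GF-P3 and 1 without exGF-P4; Reactome pathways, 56 without GF-P3, 63 without GF-S1, 22 without GF-S2 or GF-S6, 76 without GF-S4, 60 without GF-S10 and 81 without GF-S12; exGF-SI less CON-SI, 1 without CON-P4, CON-S2, CON-S5, exGF-S7 or exGF-S8; exGF-SI less GF-SI, 7 without exGF-P3, 9 without GF-S1, 5 without GF-S4, 20 without exGF-S5 and 14 without exGF-S7.

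Fold changes of named genes, each counted once per comparison, are followed by the adjusted p of the tool where a call was lost or gained. With DESeq2 221 of 238 kept their call, lost were Adora2a in GF-SI (no adjusted p) and Slc5a7 in GF-SI (no adjusted p) and gained C1qb in CON-SI (0.0464), C1qc in CON-GF (0.0494), C1qc in GF-SI less CON-SI (0.0345), Ccl27a in CON-SI (0.0233), Fmr1 in exGF-SI (0.0641), Hnrnpa2b1 in GF-SI less CON-SI (0.0556), Hnrnpc in GF-SI less CON-SI (0.0419), Ier5 in CON-SI (0.0658), Jund in CON-GF (0.0954), Jund in GF-SI less CON-SI (0.0562), Mapk11 in exGF-SI (0.0803), Nolc1 in GF-SI less CON-SI (0.0282), Rbm8a in CON-GF (0.0568), Scarna2 in GF-SI less CON-SI (0.0472) and Taf15 in GF-SI less CON-SI (0.0541); with DESeq2 and its prior 219 of 238 kept their call, lost were Adora2a in GF-SI (no adjusted p), Arc in GF-SI (0.1), Gm42418 in CON-SI (0.155) and Slc5a7 in GF-SI (no adjusted p) and gained C1qb in CON-SI (0.0457), C1qc in CON-GF (0.0504), C1qc in GF-SI less CON-SI (0.0436), Ccl27a in CON-SI (0.0268), Fmr1 in exGF-SI (0.0645), Hnrnpa2b1 in GF-SI less CON-SI (0.0504), Hnrnpc in GF-SI less CON-SI (0.0391), Ier5 in CON-SI (0.0713), Jund in CON-GF (0.0985), Jund in GF-SI less CON-SI (0.0571), Mapk11 in exGF-SI (0.0815), Nolc1 in GF-SI less CON-SI (0.0236), Rbm8a in CON-GF (0.0599), Scarna2 in GF-SI less CON-SI (0.046) and Taf15 in GF-SI less CON-SI (0.0504); with RLE scaling 237 of 238 kept their call and gained Nolc1 in GF-SI less CON-SI (0.0953); with no filter on low counts 220 of 238 kept their call, lost were Arc in GF-SI (0.108), Ddx20 in exGF-SI (0.165), Fbl in GF-SI (0.102), Gm22442 in GF-SI less CON-SI (0.123), Hist1h4k in CON-GF-SI (0.108), Htr5a in GF-SI less CON-SI (0.121), Ntsr2 in GF-exGF-SI (0.105), Pdgfrb in GF-SI (0.122), Polr3b in GF-SI less CON-SI (0.164), Rbm3 in GF-SI (0.113), Scarna10 in CON-GF-SI (0.113), Scarna13 in exGF-SI (0.138), Setd5 in GF-SI (0.162) and Wrap53 in GF-SI (0.105) and gained C1qc in CON-GF (0.0375), Jund in CON-GF (0.0548), Pdgfa in CON-GF (0.0483) and Rbm8a in CON-GF (0.0448); in one fit over 6 groups 188 of 206 kept their call, lost were Dusp6 in GF-SI (0.106), Fbl in GF-SI (0.102), Folr1 in CON-SI (0.338), Fosb in CON-GF (0.108), Hbb-bs in CON-SI (0.164), Hist1h2al in CON-GF (0.315), Hist1h2al in CON-exGF (0.529), Irs4 in CON-SI (0.179), Morn2 in CON-GF (0.203), Nr1d1 in exGF-SI (0.107), Pdgfa in exGF-SI (0.104), Plin4 in exGF-SI (0.105), Scarna13 in exGF-SI (0.111), Sp6 in CON-GF (0.108), Sp6 in CON-exGF (0.583), Tgfb2 in CON-SI (0.136) and Tuba1c in CON-exGF (0.227) and gained C1qb in CON-SI (0.0846). Of the settings chosen after seeing the data, 153 of 238 kept their call without the libraries rich in ribosomal RNA, with 82 lost in the same direction and 3 turned in sign, of which Gm42418 in CON-SI also lost its call, which makes 83 lost, and 220 of 238 with the correction for GC content and transcript length, with 18 lost. Most lost calls kept their fold change within 1.5 times: 17 of 17 in one fit over 6 groups, 80 of 83 without the rich libraries and 17 of 18 with the correction, and the standard error was larger in 17, 78 and 6 of them.

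Of the named genes that passed, those whose log2 fold change moved by more than 1.5 times without 1 library, and kept its sign, were Dsp in CON-SI −1.57 without CON-P4 (adjusted p = 0.104 from edgeR, and −2.60 with all libraries), Folr1 in CON-SI −1.08 without CON-P2 (adjusted p = 0.384 from edgeR, and −2.03 with all libraries), mt-Rnr1 in CON-SI −2.26 without CON-P1 (adjusted p = 0.217 from edgeR, and −3.81 with all libraries), Dusp6 in GF-SI 0.31 without GF-P1 (adjusted p = 0.246 from edgeR, and 0.50 with all libraries) and Cox6a1 in exGF-SI −0.52 without exGF-P2 (adjusted p = 0.0592 from edgeR, and −0.88 with all libraries).

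Named genes whose log2 fold change turned its sign when 1 library was left out ranged as follows: Hnrnpc in CON-SI −0.0867 to 0.0997, Rbm8a in CON-SI −0.14 to 0.0472, Adora2a in GF-SI −2.42 to 0.49, C1qa in GF-SI −0.0101 to 0.11, C1qc in GF-SI −0.24 to 0.0349, Kcnj16 in GF-SI −0.0426 to 0.26, Nostrin in GF-SI −0.00474 to 0.41, Pdgfa in GF-SI −0.20 to 0.12, Slc5a7 in GF-SI −2.56 to 0.33.

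The share of genes that rose shifted with the tool: in GF-exGF-SI 2 were higher and 13 lower by edgeR, 131 and 165 by DESeq2 and 132 and 166 with its prior, and in GF-SI less CON-SI 5 and 10, 278 and 217 and 322 and 257. Between naïve exGF and GF mice DESeq2 called 47 higher and 25 lower.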

Differences from the paper's values

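Counts here use the paper's thresholds (adjusted p under 0.1, and for the filter 0.5 on the log2 scale), and 25 of 36 values compared differed. A setting is called within the paper's value where the 2 lie within 1.5 times of each other or, for a fold change, within the larger of their standard errors. Settings named here were set before the data were examined unless said otherwise, and the errors in Supplementary file 1 are standard errors of the fold change, not an SD or SEM of replicates. For genes called in CON-GF-SI, the value here was 166 and the paper's about 530 in Figure 2A, read by eye; DESeq2 (521), DESeq2 with fold change prior (515) and six-group fit (561) were within it, RLE scaling (167) and no low-count filter (117) were not, and of 20 runs that left out 1 library, 2 were within (without CON-S2 or CON-S7). As to genes called in CON-exGF-SI, the value here was 195 and the paper's about 570 in Figure 2A, read by eye; DESeq2 (558), DESeq2 with fold change prior (553) and six-group fit (522) were within it, RLE scaling (206) and no low-count filter (145) were not, and of 16 runs that left out 1 library, 0 were within. Concerning genes called in GF-exGF-SI, the value here was 15 and the paper's about 310 in Figure 2A, read by eye; DESeq2 (296) and DESeq2 with fold change prior (298) were within it, RLE scaling (16), no low-count filter (3) and six-group fit (135) were not, and of 20 runs that left out 1 library, 0 were within. Regarding genes called in CON-GF, the value here was 21 and the paper's 148 in Supplementary file 1; DESeq2 (155), DESeq2 with fold change prior (139) and no low-count filter (205) were within it, RLE scaling (25) and six-group fit (58) were not, and of 8 runs that left out 1 library, 0 were within. On genes called in CON-exGF, the value here was 15 and the paper's 62 in Supplementary file 1; DESeq2 (60), DESeq2 with fold change prior (55) and no low-count filter (84) were within it, RLE scaling (15) and six-group fit (9) were not, and of 8 runs that left out 1 library, 0 were within. For genes called in GF-exGF, the value here was 0 and the paper's 70 in Supplementary file 1; DESeq2 (72), DESeq2 with fold change prior (68) and no low-count filter (80) were within it, RLE scaling (0) and six-group fit (3) were not, and of 8 runs that left out 1 library, 0 were within. As to genes called in CON-SI, the value here was 566 and the paper's 995 in Supplementary file 1; DESeq2 (962), DESeq2 with fold change prior (955) and six-group fit (969) were within it, RLE scaling (565) and no low-count filter (402) were not, and of 12 runs that left out 1 library, 1 were within (without CON-S2). Of the paper's genes, 21 of 148 in CON-GF, 14 of 62 in CON-exGF, 0 of 70 in GF-exGF and 543 of 995 in CON-SI were called here, and 140, 56, 69 and 919 by DESeq2.

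Concerning genes called in CON-GF with the filter, the value here was 21 and the paper's about 68 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (67) was within it, DESeq2 (116), RLE scaling (25), no low-count filter (186) and six-group fit (38) were not, and of 8 runs that left out 1 library, 0 were within. Regarding genes called in GF-exGF with the filter, the value here was 0 and the paper's about 10 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (11) was within it, DESeq2 (45), RLE scaling (0), no low-count filter (68) and six-group fit (3) were not, and of 8 runs that left out 1 library, 0 were within. On genes called in GF-SI with the filter, the value here was 617 and the paper's about 320 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (322) was within it, DESeq2 (674), RLE scaling (617), no low-count filter (564) and six-group fit (695) were not, and of 16 runs that left out 1 library, 2 were within (without GF-P2 or GF-P3). For genes called in exGF-SI with the filter, the value here was 308 and the paper's about 100 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (124) was within it, DESeq2 (373), RLE scaling (308), no low-count filter (252) and six-group fit (349) were not, and of 12 runs that left out 1 library, 1 were within (without exGF-P2). As to genes called in CON-GF-SI with the filter, the value here was 72 and the paper's about 40 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (48) was within it, DESeq2 (181), RLE scaling (74), no low-count filter (84) and six-group fit (187) were not, and of 20 runs that left out 1 library, 8 were within (without CON-S3, CON-S5, CON-S6, CON-S10, CON-S11, GF-S5, GF-S6 or GF-S7). Concerning genes called in CON-exGF-SI with the filter, the value here was 52 and the paper's about 12 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (16) was within it, DESeq2 (140), RLE scaling (52), no low-count filter (77) and six-group fit (132) were not, and of 16 runs that left out 1 library, 0 were within. Regarding genes called in GF-exGF-SI with the filter, the value here was 5 and the paper's about 2 in Figure 2—figure supplement 1A, read by eye; DESeq2 with fold change prior (3) and no low-count filter (3) were within it, DESeq2 (56), RLE scaling (5) and six-group fit (34) were not, and of 20 runs that left out 1 library, 11 were within (without GF-S2, GF-S4, GF-S5, GF-S6, GF-S7, GF-S8, exGF-S3, exGF-S4, exGF-S8, exGF-S9 or exGF-S10). Without the libraries rich in ribosomal RNA, a setting chosen after seeing the values, the filtered count in exGF-SI was 110; the paper's list for that comparison was not used here, so that the genes it drops were not counted.

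On the percentage of genes higher in naïve GF that also rose in CON-SI, the value here was 12.5 and the paper's 38; DESeq2 (37.3), DESeq2 with fold change prior (37.7) and six-group fit (40.7) were within it, RLE scaling (12.5) and no low-count filter (14.9) were not, and of 16 runs that left out 1 library, 2 were within (without CON-P2 or GF-P3). For the percentage of genes lower in naïve GF that also fell in CON-SI, the value here was 46.15 and the paper's 26. DESeq2 (29.55), DESeq2 with fold change prior (28.2), no low-count filter (23.4) and six-group fit (25.8) were within it, RLE scaling (41.2) was not, and of 16 runs that left out 1 library, 6 were within (without CON-P1, CON-P3, GF-P1, GF-P2, GF-P3 or GF-P4). As to genes higher in naïve GF and lower in GF-SI, the value here was 2 and the paper's about 16 in Figure 2D, read by eye; DESeq2 (14), DESeq2 with fold change prior (14), no low-count filter (17) and six-group fit (14) were within it, RLE scaling (2) was not, and of 20 runs that left out 1 library, 0 were within. Concerning genes lower in naïve GF and higher in GF-SI, the value here was 0 and the paper's about 21 in Figure 2D, read by eye; DESeq2 (21), DESeq2 with fold change prior (19) and no low-count filter (17) were within it, RLE scaling (0) and six-group fit (11) were not, and of 20 runs that left out 1 library, 0 were within. Regarding the lowest ratio of genes called between SI groups to those between naïve groups, the value here was 7.9 and the paper's 4; DESeq2 (3.36) and DESeq2 with fold change prior (3.71) were within it, RLE scaling (6.68), no low-count filter (0.0375) and six-group fit (9.67) were not, and of 40 runs that left out 1 library, 12 were within (without GF-P3, GF-P4, CON-S3, CON-S5, CON-S10, CON-S11, GF-S4, GF-S5, GF-S6, GF-S7, GF-S10 or exGF-S10). Among settings chosen after seeing the values, the percentage that also rose was 33.3 without the libraries rich in ribosomal RNA, which calls 12 of the paper's 148 genes in CON-GF and 24 of 995 in CON-SI, and 28.6 with the correction for GC content and transcript length, which calls 19 and 592 of them. In the same settings the percentage of lower genes that also fell was 0 and 50, next to 46.15 as reported. The correction for GC content and transcript length also gave 57 genes in CON-exGF-SI against 17 in CON-exGF, which brings the lowest ratio within the paper's, and calls 16 of the paper's 62 genes in CON-exGF.

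On the log2 fold change of Arc in CON-SI, the value here was 1.86 and the paper's 0.67 in Supplementary file 1; DESeq2 with fold change prior (0.67) was within it, DESeq2 (1.87), RLE scaling (1.86), no low-count filter (1.87) and six-group fit (1.86) were not, and of 12 runs that left out 1 library, 0 were within. For the log2 fold change of Arc in GF-SI, the value here was 1.24 and the paper's 0.42 in Supplementary file 1; DESeq2 with fold change prior (0.41) was within it, DESeq2 (1.25), RLE scaling (1.24), no low-count filter (1.26) and six-group fit (1.24) were not, and of 16 runs that left out 1 library, 0 were within. As to the log2 fold change of C1qc in CON-GF, the value here was 0.77 and the paper's 0.53 in Supplementary file 1; DESeq2 with fold change prior (0.52) was within it, DESeq2 (0.77), RLE scaling (0.77), no low-count filter (0.78) and six-group fit (0.78) were not, and of 8 runs that left out 1 library, 2 were within (without CON-P1 or GF-P3). Concerning the log2 fold change of Egr3 in CON-SI, the value here was 1.12 and the paper's 0.71 in Supplementary file 1; DESeq2 with fold change prior (0.71) was within it, DESeq2 (1.12), RLE scaling (1.11), no low-count filter (1.12) and six-group fit (1.12) were not, and of 12 runs that left out 1 library, 0 were within. Regarding the log2 fold change of Fos in CON-SI, the value here was 1.34 and the paper's 0.86 in Supplementary file 1; DESeq2 with fold change prior (0.86) was within it, DESeq2 (1.36), RLE scaling (1.34), no low-count filter (1.35) and six-group fit (1.34) were not, and of 12 runs that left out 1 library, 0 were within. On the log2 fold change of Ier5 in CON-SI, the value here was 0.79 and the paper's 0.50 in Supplementary file 1; DESeq2 with fold change prior (0.50) and six-group fit (0.79) were within it, DESeq2 (0.79), RLE scaling (0.79) and no low-count filter (0.80) were not, and of 12 runs that left out 1 library, 7 were within (without CON-P1, CON-P2, CON-P4, CON-S3, CON-S6, CON-S10 or CON-S11). Without the libraries rich in ribosomal RNA, a setting chosen after seeing the values that calls 12 of the paper's 148 genes in CON-GF, C1qc stood at 0.69 there, and at 0.72 with the correction for GC content and transcript length, chosen likewise.

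The paper lists Ier5 among genes that rose in CON-SI, and here it stood at 0.79 (adjusted p = 0.178 from edgeR with BH adjustment), with adjusted p = 0.0658 by DESeq2, 0.0713 with its prior and 0.0549 from edgeR without CON-S2, while Egr3 and Fos rose as in the paper (1.12 and 1.34). As a possibility, the paper relates the lack of a rise of Egr3, Fos and Ier5 in GF-SI to higher levels in naïve GF mice. There they stood at 0.33, 0.92 and −0.10 over naïve CON mice and did not pass (adjusted p = 0.463, 0.443 and 0.828 from edgeR), nor did DESeq2 call them (adjusted p = 0.55, 0.635 and 0.93). C1q is stated to be higher in naïve GF mice, and C1qc stood at 0.77 (adjusted p = 0.254 from edgeR), called by DESeq2 (adjusted p = 0.0494), with its prior (0.0504) and by edgeR with no filter on low counts (adjusted p = 0.0375), and C1qa at 0.41 (adjusted p = 0.275 from edgeR, 0.135 by DESeq2). C1qb, called by the paper in CON-SI, stood at 0.49 (adjusted p = 0.103 from edgeR), and was called by DESeq2 (adjusted p = 0.0464), with its prior (0.0457), by edgeR in one fit over 6 groups (0.0846) and without CON-S11 (0.0729).

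Some genes of the processes whose induction is missing in GF-SI, MAPK signalling among them, are described as higher at baseline in GF mice, and here edgeR called 0 of 169 MAPK genes as higher, with 22 at an unadjusted p under 0.05. DESeq2 called 1 as higher, Jund (adjusted p = 0.0954, and 0.0985 with its prior), and edgeR with no filter on low counts called Jund (0.0548) and Pdgfa (0.0483). The induction of MAPK genes is described as arrested in GF-SI, and here 25 rose there against 17 in CON-SI, and the difference between the responses had a median of 0.01 (camera adjusted p = 0.672) with 0 of 174 genes called by edgeR (39 at an unadjusted p under 0.05) and 5 called higher and 3 lower by DESeq2; among the genes that rose, they made up a smaller share in GF-SI, as in the paper. An enrichment of MAPK genes in exGF-SI is stated, and here it had adjusted p = 0.102 (hypergeometric test) and camera gave 0.34, while camera called it with DESeq2 (0.0738), with the fold change prior (0.0694) and, in a setting chosen after seeing the values, without the libraries rich in ribosomal RNA (0.0824). Genes shared by naïve GF and CON-SI mice are described as unchanged in GF-SI, which held here for Kcnj16 (0.07) and 4 others tested of the 6 lower genes, and Fosb, the 1 shared higher gene, rose in GF-SI (1.53, adjusted p = 3.01e-04 from edgeR). The overlap of higher genes is described as highly significant, and here it had a one-sided p = 0.174 (Fisher's exact test) next to 1.12e-08 for lower genes by edgeR in pairs of groups, while one fit over the 6 groups gave 2.10e-09 for 11 of 27 higher genes, and DESeq2 shared 25 of 67 (37.3%, and 37.7% with its prior), near the paper's share. The genes that rose in the 3 responses are described as enriched in protein folding and, less so, in spliceosome and MAPK genes. The paper used KEGG pathways, and its figure takes the genes shared by CON-SI and GF-SI. Over the genes that rose in the 3 responses, the lists used here had adjusted p = 1 and 0.23 (hypergeometric test), while chaperones passed as in the paper (adjusted p = 2.92e-08). HSP70 genes, which pathway databases count to both, formed a list of their own, and Hspa1a, Hspa1b and Hspa8 rose in the 3 responses. This enrichment was not tested with them added.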

Other observations

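The corrections for GC content and transcript length, and the values without the libraries rich in ribosomal RNA, were chosen after the results were seen. Few genes separated CON mice from both GF and exGF mice, naïve and stimulated. CON mice also came from other breeding pairs than GF mice, and exGF mice from the germ-free unit. Breeding stock and colonisation status were therefore not told apart for these genes. Of 14343 genes tested in CON-GF, CON-exGF, CON-GF-SI and CON-exGF-SI, 1 was called in the same direction in the 4 comparisons and 7 in at least 3, and these were chosen after their values were seen. Pign, a gene of GPI anchor synthesis, was higher in each, with log2 fold changes of 0.69, 0.61, 0.63 (adjusted p = 2.63e-05 from edgeR's quasi-likelihood test with BH adjustment) and 0.58. The histone gene Hist1h2al was lower in 3 of them (−2.79 in CON-GF-SI), as were Tuba1c (−2.74 in CON-GF-SI) and AA465934 (−2.95 in CON-GF-SI), while the keratin gene Krt12 (0.86 in CON-GF-SI) and Ahnak2 (1.34 in CON-exGF-SI) were higher. In CON-SI, Tuba1c was high in 3 of 8 libraries alone, 20 CPM in CON-S10, 18.3 in CON-S11 and 15.7 in CON-S12, and 0.6 to 1.1 CPM in the other 5, as in GF-SI (0.408 to 2.19), so its fold change there comes from 3 libraries. AA465934 was at 7.87 to 16.3 CPM in CON-SI, at 8.58 CPM in GF-S12 and 0.53 to 1.66 CPM in the other GF-SI libraries, and at 7.44 and 7.55 CPM in exGF-S3 and exGF-S7 and 0.91 to 1.66 CPM in the other exGF-SI libraries, so the ranges of CON-SI and GF-SI overlap. In exGF-S7 Pign stood at 14.8 CPM, within the 14.1 to 18.5 CPM of CON-SI, and at 22.1 to 28.4 CPM in the other exGF-SI libraries. Hist1h2al stood at 14.7 CPM in exGF-S7 and at 0.121 to 1.77 CPM in the others, and did not pass in CON-exGF-SI (−2.02, adjusted p = 0.18 from edgeR). Krt12 was at 5.11 CPM in exGF-S7, outside the 1.47 to 3.42 CPM of CON-SI. CON-GF and CON-exGF share the naïve CON libraries, and CON-GF-SI and CON-exGF-SI the CON-SI libraries. Ahnak2 (1.42, adjusted p = 0.1) in CON-exGF-SI lost the call of edgeR with the correction for GC content and transcript length; Pign (0.67, 0.25) in CON-GF and Pign (0.60, 0.739) in CON-exGF without the libraries rich in ribosomal RNA.

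Glucocorticoid-responsive genes, which corticosterone induces, rose after social interaction, 12 of 25 in CON-SI, 8 of 26 in GF-SI and 10 of 25 in exGF-SI, and 0, 0 and 0 fell (16, 11 and 16 rose and 0, 0 and 1 fell when adjusted over the list alone). Their median log2 fold change was 0.52 in CON-SI (camera adjusted p = 5.94e-18, and adjusted p = 0.0351 with an estimated correlation), 0.39 in GF-SI (camera adjusted p = 5.72e-07, and adjusted p = 0.201 with an estimated correlation) and 0.39 in exGF-SI (camera adjusted p = 8.93e-10, and adjusted p = 0.499 with an estimated correlation). The transcription factor gene Zbtb16 rose by 0.73 in CON-SI and the gap junction gene Gjb6 by 0.56 in GF-SI. Of 19 clock genes, 5 rose in CON-SI, 6 in GF-SI and 4 in exGF-SI, and 0, 2 and 2 fell (9, 7 and 7 rose and 1, 2 and 2 fell when adjusted over the list alone). Nfil3, a repressor of the clock, rose by 0.65, 0.88 and 1.06 in the same order, while Nr1d1, another repressor, fell in GF-SI (−0.36) and exGF-SI (−0.34). The clock list's camera adjusted p was 6.56e-07 in CON-SI, 0.0116 in GF-SI and 0.028 in exGF-SI, and adjusted p = 0.189, 0.837 and 0.55 with an estimated correlation. Cirbp and Rbm3, the 2 cold-inducible RNA-binding protein genes, fell in GF-SI (−0.81 and −0.60, adjusted p = 0.00468 and 0.0815 from edgeR), and 2 of 2 fell when adjusted over the list alone (camera adjusted p = 0.00494, and adjusted p = 0.193 with an estimated correlation). Nr1d1 (−0.34, adjusted p = 0.107) in exGF-SI lost the call of edgeR in one fit over the 6 groups; Rbm3 (−0.58, 0.113) in GF-SI with no filter on low counts; Nr1d1 (−0.28, 0.143) in exGF-SI with the correction for GC content and transcript length; Zbtb16 (0.82, 0.193) and Nfil3 (0.64, 0.193) in CON-SI and Nr1d1 (−0.33, 0.255) in exGF-SI without the libraries rich in ribosomal RNA.

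Some genes of energy metabolism were lower in exGF-SI, where fold changes also followed GC content (Spearman's rho −0.293 across genes, which are not independent replicates). In exGF-SI, of 77 genes of oxidative phosphorylation 0 were higher and 9 lower (1 and 14 when adjusted over the list alone), with a median of −0.11 (camera adjusted p = 3.33e-06, and adjusted p = 0.55 with an estimated correlation), among them the complex I genes Ndufa6 (−0.55) and Ndufv3 (−0.45). With each library corrected for GC content and transcript length, a correction chosen after seeing the data, the list's camera adjusted p was 0.0673. Ribosomal protein genes went both ways there: of 78 such genes 5 were higher and 8 lower (8 and 17 when adjusted over the list alone), with a median of −0.05 (camera adjusted p = 0.0174, and adjusted p = 0.616 with an estimated correlation), with Rps29 (−0.90) lower and Rpl5 (0.37) higher, and a camera adjusted p of 0.773 after the correction. For replication-dependent histones in CON-GF-SI, of 40 genes 0 were higher and 4 lower (1 and 13 when adjusted over the list alone), with a median of −0.29 (camera adjusted p = 2.70e-07, and adjusted p = 0.621 with an estimated correlation), among them Hist1h4k (−0.69). Mitochondrially encoded genes, which include ribosomal RNAs, were lower in CON-SI: of 15 genes 0 were higher and 4 lower (0 and 6 when adjusted over the list alone), with a median of −0.41 (camera adjusted p = 1.11e-05, and adjusted p = 0.189 with an estimated correlation), mt-Cytb among them (−0.59). Without the libraries rich in ribosomal RNA their median was −0.13 with 0 higher and 0 lower. As for branched-chain amino acid degradation in exGF-SI, of 29 genes 0 were higher and 1 lower (0 and 6 when adjusted over the list alone), with a median of −0.08 (camera adjusted p = 0.0174, and adjusted p = 0.55 with an estimated correlation), with the fatty acid oxidation gene Hadh at −0.54. Hist1h4k (−0.68, adjusted p = 0.108) in CON-GF-SI lost the call of edgeR with no filter on low counts; Hist1h4k (−0.54, 0.114) in CON-GF-SI with the correction for GC content and transcript length; Ndufa6 (−0.36, 0.197), Ndufv3 (−0.49, 0.1), Rpl5 (0.35, 0.152) and Hadh (−0.63, 0.143) in exGF-SI and mt-Cytb (−0.39, 0.333) in CON-SI without the libraries rich in ribosomal RNA.

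Markers of cell types and neighbouring regions were read as lists too. Astrocyte markers differed between exGF-SI and GF-SI mice, with 0 higher and 1 lower of 14 (0 and 9 when adjusted over the list alone, median −0.21, camera adjusted p = 8.74e-10, and adjusted p = 0.0461 with an estimated correlation), and the call held with an estimated correlation. Microglial markers in exGF-SI gave 0 higher and 2 lower of 16 (0 and 2 when adjusted over the list alone, median −0.13, camera adjusted p = 0.138), with the chemokine receptor gene Cx3cr1 at −0.50. Endothelial and pericyte markers in GF-SI gave 3 higher and 1 lower of 14 (3 and 1 when adjusted over the list alone, median 0.11, camera adjusted p = 0.438), with the VEGF receptor gene Flt1 at 0.52. Oligodendrocyte markers in exGF-SI gave 0 higher and 0 lower of 15 (0 and 0 when adjusted over the list alone, median −0.32, camera adjusted p = 0.0163, and adjusted p = 0.616 with an estimated correlation), their precursors in GF-exGF-SI 0 higher and 0 lower of 7 (0 and 4 when adjusted over the list alone, median −0.20, camera adjusted p = 0.00125, and adjusted p = 0.362 with an estimated correlation) and meninges in exGF-SI 0 higher and 0 lower of 10 (0 and 0 when adjusted over the list alone, median −0.34, camera adjusted p = 0.0052, and adjusted p = 0.55 with an estimated correlation) by edgeR. Unadjusted p under 0.05 was reached by 2, 4 and 3 genes of these lists in edgeR, and DESeq2 called 1, 1 and 1 lower. Blood cell markers in CON-SI gave 1 higher and 0 lower of 4 (1 and 0 when adjusted over the list alone, median 0.30, camera adjusted p = 0.0504, and adjusted p = 0.454 with an estimated correlation), the haemoglobin gene Hbb-bs among them (0.60). Of neuronal markers, those of inhibitory neurons in exGF-SI gave 1 higher and 1 lower of 11 (1 and 4 when adjusted over the list alone, median −0.10, camera adjusted p = 0.0721, and adjusted p = 0.534 with an estimated correlation), the somatostatin gene Sst being lower (−0.54) and Vip higher (0.48), and those of excitatory neurons 0 higher and 1 lower of 8 (0 and 1 when adjusted over the list alone, median −0.01, camera adjusted p = 0.708). Amygdala nuclei in CON-SI gave 0 higher and 1 lower of 10 (0 and 1 when adjusted over the list alone, median −0.10, camera adjusted p = 0.351), hypothalamus and thalamus in CON-SI 0 higher and 1 lower of 6 (0 and 2 when adjusted over the list alone, median −0.22, camera adjusted p = 0.208), cortex in exGF-SI 0 higher and 1 lower of 10 (2 and 1 when adjusted over the list alone, median 0.03, camera adjusted p = 0.891) and striatum in GF-SI 0 higher and 2 lower of 12 (0 and 4 when adjusted over the list alone, median −0.34, camera adjusted p = 0.0212, and adjusted p = 0.979 with an estimated correlation). Hbb-bs (0.60, adjusted p = 0.164) in CON-SI lost the call of edgeR in one fit over the 6 groups; Sst (−0.33, 0.145) and Vip (0.35, 0.103) in exGF-SI with the correction for GC content and transcript length; Hbb-bs (0.72, 0.155) in CON-SI and Vip (0.59, 0.109) in exGF-SI without the libraries rich in ribosomal RNA.

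The HSP70 genes that pathway databases count to both the spliceosome and MAPK signalling gave in GF-SI 3 higher and 0 lower of 4 (4 and 0 when adjusted over the list alone, median 0.66, camera adjusted p = 4.18e-05, and adjusted p = 0.0847 with an estimated correlation), and Hspa1a rose by 1.23. Autism-associated genes in GF-SI gave 5 higher and 1 lower of 30 (6 and 1 when adjusted over the list alone, median 0.05, camera adjusted p = 0.422), with the histone methyltransferase gene Kmt2a at 0.39 and Setd5 at −0.21. Proteasome genes in GF-SI gave 5 higher and 2 lower of 37 (6 and 2 when adjusted over the list alone, median 0.06, camera adjusted p = 0.578), with Psmd7 at 0.55 and Psmb3 at −0.41. Receptors for social and stress signals in GF-SI gave 0 higher and 0 lower of 15 (0 and 0 when adjusted over the list alone, median −0.09, camera adjusted p = 0.473), C/D small nucleolar RNAs 0 higher and 0 lower of 3 (0 and 0 when adjusted over the list alone, median −0.05, camera adjusted p = 0.908) and H/ACA small nucleolar RNAs 0 higher and 0 lower of 3 (0 and 1 when adjusted over the list alone, median −0.37, camera adjusted p = 0.675) by edgeR, with unadjusted p under 0.05 for 0, 0 and 1 genes, and DESeq2 called 0, 0 and 0. Of 37 lists, the calls that held with an estimated correlation were immediate early genes, the unfolded protein response and glucocorticoid-responsive genes in CON-SI, chaperones, the unfolded protein response and the HSP70 genes in GF-SI and astrocyte markers in GF-exGF-SI. In naïve mice, camera called 0 Reactome sets as higher and 3 as lower in CON-GF, 22 and 11 in CON-exGF and 82 and 5 in GF-exGF, and 0 in each with an estimated correlation. Setd5 (−0.19, adjusted p = 0.162) in GF-SI lost the call of edgeR with no filter on low counts.

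Ttr, a marker of choroid plexus, ranged widely between libraries of the same group: in CPM it stood at 1347 in exGF-S9 and 851 in exGF-S4, 749 in exGF-S7 and between 21.7 and 51.7 in the other 5 exGF-SI libraries. In GF-SI it was 897 in GF-S8, 707 in GF-S12 and at most 67.7 in the other 10, and in naïve CON 264 in CON-P2 and at most 78.8 in the other 3. Choroid plexus markers in CON-SI gave 0 higher and 1 lower of 11 (0 and 8 when adjusted over the list alone, median −1.03, camera adjusted p = 2.31e-05, and adjusted p = 0.189 with an estimated correlation), Folr1 among them (−2.03). Folr1 stood at −1.08 without CON-P2, where edgeR did not call it. In one fit over 6 groups it stood at −2.03 (standard error 1.12 next to 0.513, adjusted p = 0.338 from edgeR) and without the libraries rich in ribosomal RNA at −2.44 (standard error 0.517, adjusted p = 0.138 from edgeR), so that there the call was lost and not the fold change.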
